# Opposing gene regulatory programs governing myofiber development and maturation revealed at single nucleus resolution

**DOI:** 10.1038/s41467-023-40073-8

**Published:** 2023-07-19

**Authors:** Matthieu Dos Santos, Akansha M. Shah, Yichi Zhang, Svetlana Bezprozvannaya, Kenian Chen, Lin Xu, Weichun Lin, John R. McAnally, Rhonda Bassel-Duby, Ning Liu, Eric N. Olson

**Keywords:** Differentiation, Musculoskeletal development

## Abstract

Skeletal muscle fibers express distinct gene programs during development and maturation, but the underlying gene regulatory networks that confer stage-specific myofiber properties remain unknown. To decipher these distinctive gene programs and how they respond to neural activity, we generated a combined multi-omic single-nucleus RNA-seq and ATAC-seq atlas of mouse skeletal muscle development at multiple stages of embryonic, fetal, and postnatal life. We found that Myogenin, Klf5, and Tead4 form a transcriptional complex that synergistically activates the expression of muscle genes in developing myofibers. During myofiber maturation, the transcription factor Maf acts as a transcriptional switch to activate the mature fast muscle gene program. In skeletal muscles of mutant mice lacking voltage-gated L-type Ca^2+^ channels (Cav1.1), Maf expression and myofiber maturation are impaired. These findings provide a transcriptional atlas of muscle development and reveal genetic links between myofiber formation, maturation, and contraction.

## Abstract (web summary)

Researchers used single-nucleus RNA and ATAC sequencing to create an atlas of skeletal muscle development. They identified the gene programs and transcription factors that control muscle fiber development and maturation.

## Introduction

Skeletal muscle is the largest tissue in the body, and is essential for locomotion, posture, body temperature regulation, and glucose and amino acid storage. Skeletal muscle is mainly composed of myofibers, which are large contractile cell syncytia containing tens to thousands of nuclei. Myofibers are formed by differentiation of muscle stem cells (MuSCs) into myoblasts, which undergo fusion to form multinucleated myofibers^1^. Like hematopoiesis, myogenesis occurs in successive phases, starting from formation of primary myofibers during embryogenesis to secondary myofibers during the fetal period. After birth, primary and secondary myofibers mature and grow extensively by synthesizing new proteins and fusing with myoblasts to reach their mature adult size^2^.

Numerous transcription factors (TFs) have been shown to regulate myogenesis. The paired-homeobox factors Pax3 and Pax7 determine the fate of MuSCs^3^, while the myogenic regulatory factors, Myf5, MyoD, Myogenin, and Mrf4, promote the differentiation of MuSCs into myoblasts. Recent single nucleus RNA-seq (snRNA-seq) and single nucleus ATAC-seq (snATAC-seq) studies on skeletal muscle shed light on the diverse genetic programs of slow, fast, atrophic, and regenerative myofibers^4–7^. Developing and mature myofibers express unique gene programs^8^, and several developmental genes can be transcriptionally repressed by electrical activity from motor innervation^9^. However, the transcriptional regulators of the different phases of muscle maturation still need to be defined. This knowledge deficit presents a significant challenge in understanding the molecular mechanisms that impair myofiber functions in neuromuscular disease.

Here, we generated a multi-omics snRNA-seq and snATAC-seq atlas of skeletal muscle development. Our results reveal the distinct transcriptional heterogeneity of developing and mature myofibers, and highlight the TFs that are active in each stage. In developing myofibers, the TFs, Myogenin, Klf5, and Tead4 cooperate to activate the transcription of developmental muscle genes. In contrast, in mature myofibers we found high expression of Maf, a TF previously unassociated with muscle formation. By ChIP-seq experiments and the analysis of Maf Knockout (KO) mice, we found that Maf is an essential mediator of myofiber maturation. Furthermore, we analyzed mice lacking Cacna1s, which encodes the α1 s subunit of voltage-gated L-type Ca^2+^ channel (Ca_v_1.1) in skeletal muscles. We found that the absence of Ca_v_1.1 led to impairments in Maf gene expression and myofiber maturation, suggesting that Ca^2+^ influx and excitation-contraction coupling play important roles in activating Maf expression and promoting myofiber maturation. Together, these findings provide a holistic view of the transcriptional underpinnings of muscle development and maturation.

## Results

### A multi-omics snRNA-seq and snATAC-seq atlas of skeletal muscle formation

To provide an integrated view of gene expression and transcriptional regulation of the successive phases of myogenesis, we generated an atlas of snRNA-seq and snATAC-seq from developing mouse skeletal muscles (Fig. 1a). We performed multi-omics experiments to simultaneously profile gene expression and open chromatin landscapes of individual nuclei. Nuclei were isolated from skeletal muscles dissected from the hindlimbs without skin or bones at embryonic day (E) 14.5, fetal (E18.5), neonatal (P5), and adult stages (2 months). After quality control and filtering, we recovered 15,402 nuclei, expressing an average of 2000 genes per nucleus (Supplementary Fig. 1a–e). Nuclei from snRNA-seq data were clustered by Uniform Manifold Approximation and Projection (UMAP) with the Seurat software^10^ (Fig. 1b). The identity of each nuclear cluster was determined by the expression of specific marker genes (Fig. 1c and Supplementary Fig. 1f). We detected nuclei from different cell types, including myofibers (myonuclei), mesenchymal cells, tenocytes, endothelial cells, macrophages, smooth muscle cells, adipocytes, MuSCs and myoblasts.

**Fig. 1:**
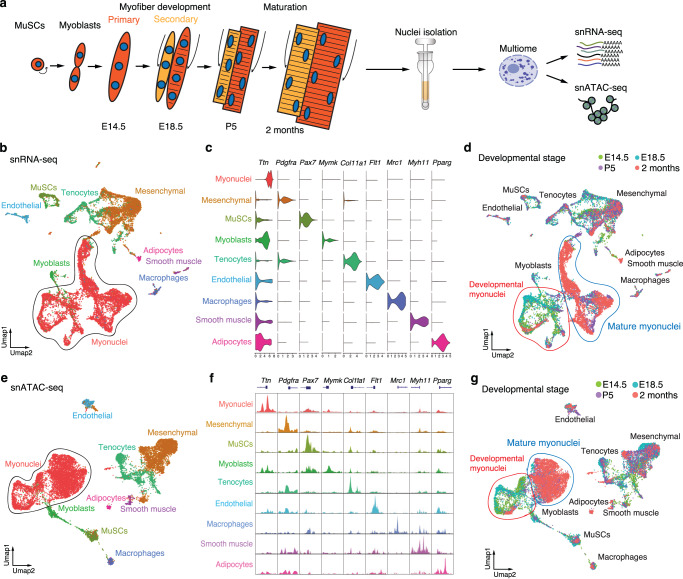
Multi-omics single nucleus RNA-seq and ATAC-seq atlas of mouse skeletal muscle development. **a** Schematic of the experimental design for multi-omic snRNA-seq and snATAC-seq of skeletal muscle development. **b** UMAP unsupervised clustering of snRNA-seq data from E14.5, E18.5, P5, and adult skeletal muscle. MuSCs: muscle stem cells. **c** Violin plots showing the expression of marker genes in different cell populations. **d** The same UMAP visualization as in (**b**), showing the time origin of each nucleus. **e** UMAP visualization of snATAC-seq data from E14.5, E18.5, P5, and adult skeletal muscle. **f** Chromatin accessibility of the promoter regions of the marker genes of Fig. 1c, in the different cell populations. **g** The same UMAP visualization of snATAC-seq data as in e, showing the time origin of each nucleus.

To document changes in gene expression over time in the different cell populations, we further marked each nucleus according to its developmental stage (Fig. 1d). For most of the clusters, nuclei from different time points clustered together. We detected a population of mesenchymal cells only present at E14.5, E18.5, and P5 but not in adult skeletal muscle. These cells express proliferation marker genes (*Cyclin B1* and *Ki67*) and could correspond to progenitors that can differentiate into fibroblasts, tenocytes, chondrocytes, and osteoblasts (Supplementary Fig. 2a)^11^. Myoblasts were only detected during development and not in adult muscles. Developmental myonuclei (E14.5 and E18.5) clustered separately from mature myonuclei (P5 and adult muscle). Comparison of gene expression in MuSCs, myoblasts, and adult myonuclei identified a total of 4,047 differentially expressed genes (DEGs) (*P*-value < 0.05), revealing a dynamic change in gene expression in myogenic cells over time (Supplementary Fig. 2b).

We then analyzed the snATAC-seq data using the Signac software^12^ and clustered nuclei based on 133,110 filtered chromatin accessible peaks (Fig. 1e and Supplementary Fig. 2c). We characterized the identity of each cluster in the snATAC-seq UMAP, based on the marker gene expression from snRNA-seq (Fig. 1c). The assigned classification of the nuclei was confirmed by the specific opening of chromatin in the promoter regions of marker genes of the cell population expressing these genes (Fig. 1f). The same cell populations were observed in the snRNA-seq and snATAC-seq UMAPs. Myoblasts were only detected during development and not in adult muscles. We observed a similar separation of developmental and mature myonuclei in the snRNA-seq (Fig. 1d) and snATAC-seq (Fig. 1g) UMAPs. In summary, these findings provided an atlas of skeletal muscle development and maturation and revealed distinctive patterns of transcription in myogenic cells over time.

### Identification of the gene regulatory programs for myofiber development and maturation

To determine the gene programs regulating myofiber development and maturation, we reclustered myonuclei separately from non-myonuclei cell populations (Fig. 2a, b). We performed Weighted Nearest Neighbor (WNN) analysis to cluster nuclei based on the integration of RNA and ATAC-seq profiles^10^. The shape of the UMAP resembled a rainbow with myonuclei separated into nine different clusters (Clusters 1-9), forming a continuous trajectory of myofiber differentiation (Supplementary Fig. 3a). The DEGs in these clusters revealed a dynamic change for expression of genes encoding sarcomeric (*Acta1* and *Myh*), calcium handling (*Casq2, Camk1d, Ryr3*), and metabolic (*Pfkfb3*) proteins (Fig. 2c). We observed seven different clusters of developmental myonuclei from E14.5 to P5, revealing heterogeneity of developing myofibers. Embryonic E14.5 myonuclei were separated into three clusters (Clusters 1-3). Cluster 1 expressed *Col25a1*, which is necessary for myoblast fusion and formation of neuromuscular junctions (NMJs)^13,14^ (Fig. 2d). Cluster 2 expressed *Col22a1*, a marker of myotendinous junction (MTJ) myonuclei^15^. Using single-molecule RNA-FISH (smRNA-FISH), we observed the specific localization of *Col25a1* mRNA in the center of embryonic myofibers and *Col22a1* mRNA in the myotendinous junction (Supplementary Fig. 3b). Cluster 1 likely corresponds to myonuclei localized in the center of embryonic myofibers, whereas Cluster 2 may represent nuclei at the tips of myofibers. Fetal E18.5 myonuclei were separated into two clusters (Clusters 4 and 5), with Cluster 4 expressing *Myomaker*, corresponding to the recently formed secondary myofibers. Cluster 5 corresponds to primary myofibers formed earlier and no longer expressing *Myomaker*. The myosin heavy chain isoforms *Myh3* and *Myh8* were enriched in embryonic and fetal myonuclei, and were replaced after birth by expression of *Myh2*, *Myh1*, and *Myh4*. Postnatal myonuclei (Clusters 6 and 7) co-expressed developmental genes (*Myh8*) and mature genes (*Myh4*). Cluster 8 corresponded to adult myonuclei expressing *Myh2* and *Myh1*, while Cluster 9 expressed *Myh4*. We validated the switch of gene expression for *Myomaker*, *Myomixer*, *Maf* and *Myh4* in developing and mature myofibers by smRNA-FISH (Supplementary Fig. 3c, d). We also validated the specific expression in developmental fibers of *Fstl4* and *Tmem108*, whose roles are unknown in skeletal muscles. These distinct temporal genetic programs could ultimately modulate myofiber contractile and metabolic properties at each developmental stage.

**Fig. 2:**
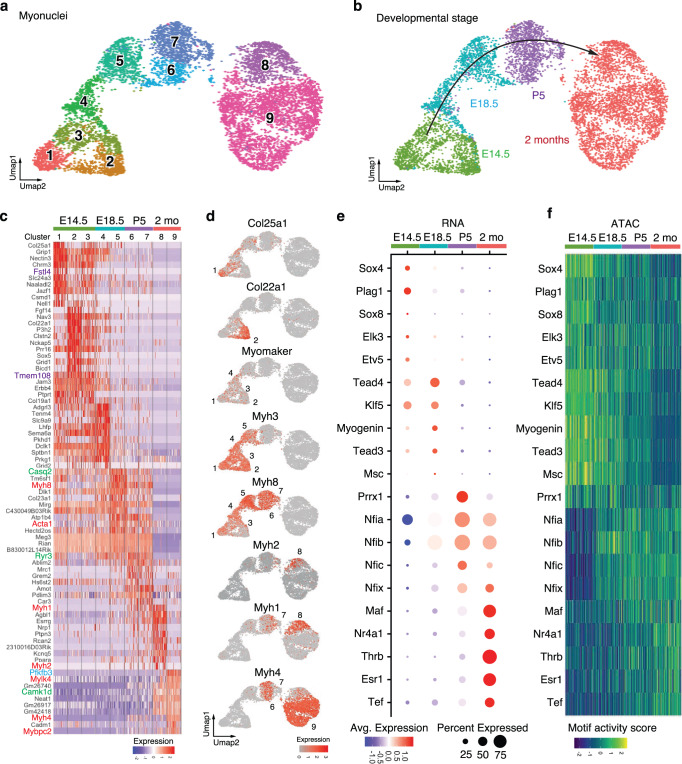
Gene regulatory program of myonuclei maturation. **a** UMAP visualization of myonuclei reclustered with the integrative analysis of snRNA-seq and snATAC-seq data by Weighted Nearest Neighbor (WNN). The different colors correspond to the different clusters identified by Seurat. **b** The same UMAP visualization as in (**a**), showing the time origin of each nucleus. **c** Heatmap of the ten most enriched genes in each cluster of myonuclei from Fig. 2a. The values correspond to z-scores of normalized counts. Genes encoding sarcomeric proteins are highlighted in red, calcium handling proteins in green, and metabolic proteins in blue. **d** UMAPs depicting the expression patterns of *Col25a1*, *Col22a1*, *Myomaker*, and the different isoforms of *Myh* in myonuclei during development and adulthood. **e** Dot-plots of the TFs enriched in mRNA expression in the myonuclei at different development times. **f** Heatmap of TFs enriched in ATAC-seq motif peaks in the myonuclei at different development times.

To identify the TFs that activate these successive gene programs, we integrated snRNA-seq and snATAC-seq data to characterize the TF binding motifs enriched in ATAC peaks (Fig. 2e, f and Supplementary Fig. 3e–g). This analysis revealed waves of expression of TFs that are active during development and are repressed in adulthood or vice versa. We detected TFs with a known role during myogenesis, such as Sox4^16^, and Etv5^17^ in the embryonic stage, Myogenin^18^, Tead4^19^, and Klf5^20^ in the fetal stage, Prrx1^21^ and Nfix^22^ in the neonatal stage, and Thrb^23^, Esr1^24^ and Nr4a1^25^ in adult muscle. Interestingly this analysis also revealed the enrichment of TFs with unknown functions during myogenesis, such as Plag1 and Elk3 in embryonic myonuclei, Nfia, Nfib, and Nfic in neonatal myonuclei, and Maf and Tef in adult myonuclei. Together, these results constitute a blueprint of the gene programs and the transcription factors expressed during the successive phases of myofiber development and maturation.

### Myogenin, Klf5, and Tead4 activate the expression of developmental muscle genes synergistically

Myogenin, Tead4, and Klf5 were the most highly expressed and active TFs in fetal myofibers compared to adult myofibers (Fig. 3a). These TFs have been reported to regulate myogenic differentiation individually^18–20^, but their possible cooperativity has not been examined. Western Blot analysis revealed the co-expression of Myogenin, Klf5, and Tead4 in developmental hindlimb skeletal muscles and the decreased expression of the 3 TFs in the adult stage (Supplementary Fig. 4a). To test if they cooperate to activate gene expression, we examined peaks co-occupied by these TFs in ChIP-Seq data from myotubes generated in vitro by differentiating the muscle cell line C2C12^19,20,26^ (Fig. 3b and Supplementary Fig. 4b). Co-occupied peaks were localized close to developmental muscle genes (Fig. 3c, d). One co-occupied peak was in the promoter of the *Chrng* gene, which encodes a subunit of the acetylcholine receptor, necessary for the function of the NMJ^27^. Another co-bound peak was in the promoter region of *Tnnt2*, encoding an isoform of troponin T required for sarcomere formation^28^. Other peaks were localized next to genes involved in myoblast fusion, like *Col25a1*^13^, *Myomaker*^29^, and *Myomixer*^30^. All these co-bound peaks contained histone H3K27Ac marks and were specifically active in developmental myonuclei and inactive in adulthood as shown by snATAC-seq (Fig. 3c). To demonstrate that Myogenin, Tead4, and Klf5 positively activate the expression of these developmental muscle genes, we performed knockdown of these TFs in C2C12 cells (differentiated for 3 days) with shRNA lentivirus infection. The expression of *Tnnt2, Col25a1, Myomixer*, and *Myomaker* was significantly reduced by the knockdown of Myogenin, Klf5, or Tead4 (Supplementary Fig. 4c).

**Fig. 3:**
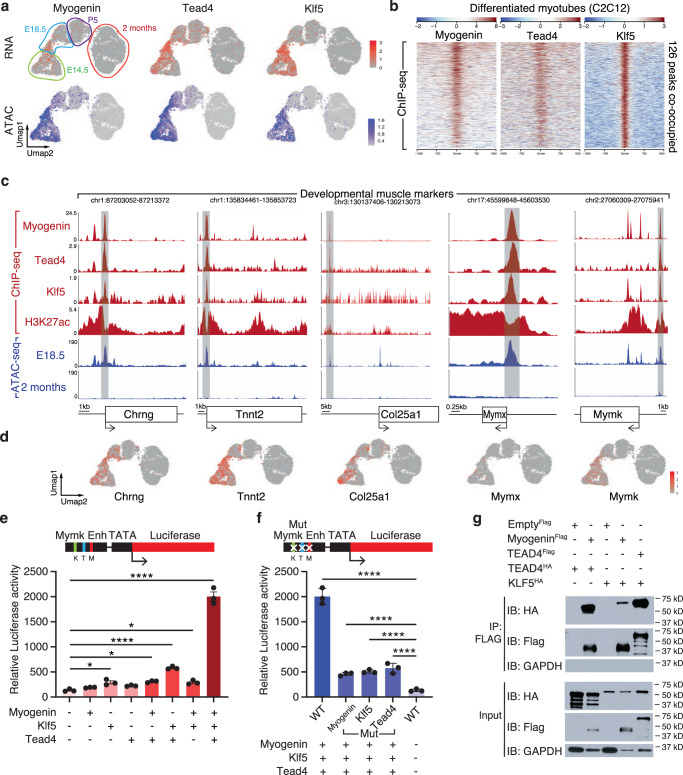
Myogenin, Klf5, and Tead4 activate the expression of developmental muscle genes synergistically. **a** UMAPs depicting the mRNA expression in snRNA-seq and activity of Myogenin, Tead4, and Klf5 TFs in snATAC-seq in myonuclei. **b** Heatmaps depicting the Myogenin, Tead4 and Klf5 co-occupied peaks in ChIP-seq-data from C2C12 myotubes. **c** Myogenin, Tead4, Klf5 ChIP-Seq, H3K27ac ChIP-Seq, and snATAC-seq tracks depicting co-bound peaks at the *Chrng, Tnnt2, Col25a1, Myomixer (Mymx)*, and *Myomaker (Mymk)* locus. **d** UMAPs depicting the expression of *Chrng, Tnnt2, Col25a1, Myomixer*, and *Myomaker* in myonuclei. **e** Luciferase reporter assays examining Myomaker enhancer activities in HEK293T cells co-transfected with Myogenin, Tead4, and Klf5. Binding sites for Klf5, Tead4, and Myogenin are designated K, T and M, respectively. Luciferase activity is normalized to LacZ control vector expression. *n*  = 3 independent experiments. **f** The same luciferase reporter assays as in Fig. 3e with the Myomaker enhancer mutated in the binding sites of Myogenin, Klf5, and Tead4. *n*  = 3 independent experiments. The green rectangle in the Myomaker enhancer corresponds to the mutation of the binding site of Klf5, the red Myogenin, and the blue Tead4. **g** Co-immunoprecipitation and Western blot analysis in HEK293T cells expressing Myogenin-Flag, Tead4-Flag and Klf5-HA, and Tead4-HA (representative results from 2 independent experiments). Numerical data are presented as mean ± s.e.m. *P < 0.05, ****P < 0.0001. Significance of difference for (**e**, **f**): Two way anova.

To test if Myogenin, Tead4, and Klf5 cooperate synergistically, we cloned the *Myomaker* enhancer that contains binding sites for these three TFs into a luciferase reporter construct upstream of a minimal promoter (Supplementary Fig. 4d). We transfected HEK293T cells with this reporter construct and Myogenin, Tead4, and Klf5 individually or in combination. Expression of each TF alone or as pairs modestly increased luciferase activity (Fig. 3e). In contrast, expression of all three TFs enhanced luciferase activity by ~10-fold. Using a mutated version of the *Myomaker* enhancer that Myogenin, Tead4, or Klf5 cannot bind, we found that each binding site was essential for the synergistic activation of the enhancer (Fig. 3f and Supplementary Fig. 4e).

To test whether Myogenin, Tead4, and Klf5 interact, we performed co-immunoprecipitation experiments in HEK293T cells expressing tagged versions of these TFs (Fig. 3g). We detected interaction of Myogenin with Tead4 and Klf5 and interaction between Klf5 and Tead4. We next confirmed the interaction of Myogenin with Tead4 and Tead4 with Klf5 in C2C12 cells, by performing co-immunoprecipitation with endogenous proteins (Supplementary Fig. 4f). These findings indicate that Myogenin, Klf5, and Tead4 form a transcriptional complex that synergistically activates the expression of muscle genes in developing myofibers.

### Maf promotes myofiber maturation

The substantial enrichment of Maf mRNA expression and its transcriptional activity in adult myonuclei prompted us to investigate the role of Maf in myofiber maturation (Fig. 4a). Maf is a basic domain/leucine zipper (bZIP) transcription factor that plays important roles in the development of the eye^31,32^, sensory neurons^33^, bone cells^34^, and immune cells^35^. In adult mice, Maf is highly expressed in fast skeletal muscle compared to other organs (Fig. 4b). Western blot and snRNA-seq data from adult skeletal muscle revealed higher expresssion of Maf mRNA and protein in fast skeletal muscle fibers compared to slow (Fig. 4c and Supplementary Fig. 5a). Previous observations showed the specific enrichment of Maf in myogenic cells differentiated in vitro and a recent article characterized Maf as a major regulator of fast muscle fibers^36,37^. Based on the expression pattern and transcriptional activity of Maf, we surmised that it plays a role in skeletal muscle maturation.

**Fig. 4:**
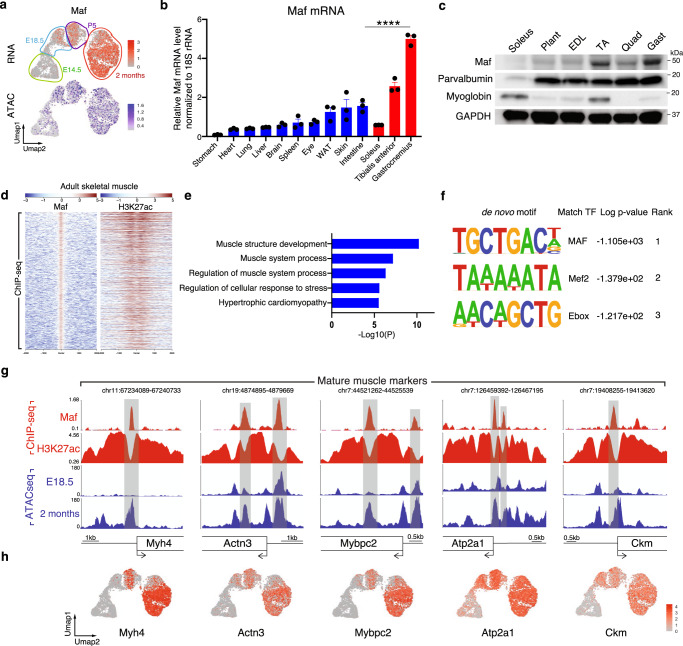
Maf activates fast mature muscle gene expression. **a** UMAPs depicting Maf mRNA expression and its motif activity in myonuclei. **b** Expression profiles by RT-qPCR of Maf in diverse adult mice organs (*n*  = 3 mice, ****P < 0.0001). WAT: White adipose tissue. **c** Western blot showing the accumulation of Maf protein in fast skeletal muscle in adult WT mice. GAPDH is a loading control (representative results from 2 independent experiments). Plant: Plantaris, EDL: Extensor digitorum longus, TA: Tibialis anterior, Quad: Quadriceps, Gast: Gastrocnemius. **d** Heatmaps depicting the Maf peaks and the corresponding H3K27ac peaks in ChIP-seq-data from adult gastrocnemius and quadriceps skeletal muscle. **e** Top GO terms enriched in genes regulated by Maf. **f** De novo motifs identified at Maf bound sites in adult skeletal muscle. *P*-values were calculated by hypergeometric enrichment with HOMER without adjustments. **g** Maf ChIP-Seq, H3K27ac ChIP-Seq and ATAC-Seq tracks depicting peaks at the *Myh4, Actn3, Mybpc2, Atp2a1*, and *Ckm* locus. **h** UMAPs depicting the expression of *Myh4, Actn3, Mybpc2, Atp2a1* and *Ckm* in myonuclei by snRNA-seq. Numerical data are presented as mean ± s.e.m. ****P < 0.0001. Significance of difference for b: One way ANOVA with adjusted *P*-value.

To determine the direct transcriptional targets of Maf in myofibers and compare these targets with the active promoter and enhancer landscape, we performed ChIP-seq using antibodies against Maf and H3K27Ac in adult gastrocnemius and quadriceps skeletal muscles (Fig. 4d). 

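Maf is a bZIP transcription factor, and H3K27ac is an acetylation of histone H3 found at active promoters and enhancers. Both were mapped by ChIP-seq in nuclei of gastrocnemius and quadriceps muscles from wild-type mice aged 2 months. The series holds 6 samples, namely 2 for Maf, 2 for H3K27ac and 2 inputs, and the labels call the samples of a target biological replicates. Peaks had been called in each Maf and H3K27ac sample separately, so 4 peak lists were analysed here. The Maf list of replicate 1 held 74 peaks, each 181 bp long, and the Maf list of replicate 2 held 5467 peaks, each 281 bp long. The H3K27ac lists held 44887 and 44987 regions with median lengths of 1476 and 1499 bp. Of the H3K27ac regions of replicate 1, 81.3% overlapped a region of replicate 2, and merging both lists gave 52540 regions. The paper's methods give alignment with Bowtie2 2.3.4.3 and Star 2.7.3a, while the submitters' processing notes name Bowtie2 2.3.2, and the paper names HOMER 4.4 for motif analysis. The lists hold positions only, with no read counts, so the depth of each sample is unknown. The score column holds the value 1 for every peak, and the position of a peak in its list was therefore used as a stand-in for its strength. From the lists on, overlapping or touching peaks of the replicates were joined, and a shared base counted as overlap. Positions were compared with the mouse genome GRCm38 and its GENCODE annotation. Peaks and genes are not replicates, so the intervals and p-values describe these lists, not the spread between animals.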

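Maf peaks of adult muscle lay mainly in introns and between protein-coding genes. Of 5486 peaks after joining the replicates, 50.5% had their centre in an intron and 40.8% between protein-coding genes. Another 5.63% lay in an untranslated part of an exon and 3.06% in coding sequence. Places were taken from protein-coding genes only, so a peak inside a noncoding gene can count as between genes. Within 1 kb of a transcript start of a protein-coding gene lay 965 peaks, or 17.6% (95% Clopper-Pearson interval 16.6 to 18.6). The first peak in the replicate 2 list lay at the promoter of Cltc, the clathrin heavy chain gene. Position 10 was in an intron of Sox6, a repressor of slow fiber genes, position 13 at Atp2a1, and position 15 in an intron of Jph2, which encodes a junctophilin. Upstream of Prkab1, a subunit of AMP-activated kinase, a peak stood at position 6 in replicate 2 and at position 1 in replicate 1. Peaks upstream of Calm2, a calmodulin gene, in an intron of Bach2 and in an intron of Fgf20 were likewise among the first 15 of both lists. Of the 74 peaks of replicate 1, 55 overlapped a replicate 2 peak (74.3%), against a mean of 0.085 in 1000 random placements on the same chromosomes (permutation test, one-sided p = 0.001, the smallest that these placements can give). The share at promoters was 7.12 times that of random placements, which was 2.47% (permutation test, one-sided p = 0.001, again the smallest possible). The random placements were not limited to accessible chromatin. In replicate 1 alone 5 peaks, or 6.76%, lay at promoters (the same permutation test, one-sided p = 0.038).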

We detected 5456 Maf binding peaks (FDR = 0.001). Among them, 3793 peaks were associated with positive H3K27ac marks, indicating that Maf is mainly a transcriptional activator in skeletal muscle. 

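Maf peaks lay mostly in chromatin with H3K27ac. Of the merged peaks, 3793 overlapped an H3K27ac region, which is 69.1% (95% Clopper-Pearson interval 67.9 to 70.4). The mark was present at 95.9% of Maf peaks within 1 kb of a transcript start and at 63.4% of those farther away. Among the marked peaks were those at Atp2a1, the calcium pump of fast fibers, in an intron of Ryr1, the calcium release channel, and at Fkbp5. The peak upstream of the fusion gene Mymk and the peak nearest to Myh7, in an intron of Slc7a8, were unmarked. Random placement of the Maf peaks gave 5.13%. The observed share was 13.5-fold higher (permutation test with 1000 placements, one-sided p = 0.001, the smallest they can give). The placements were not limited to accessible chromatin, so the test cannot show a preference for H3K27ac within it. Taken alone, 49 of the replicate 1 peaks (66.2%) and 69.4% of the replicate 2 peaks were marked. The share fell along the replicate 2 list, from 95.1% (92.9 to 96.7) of the first 547 peaks to 32.6% (28.7 to 36.7) of the last 546. Marked peaks had a mean list percentile of 41.1 and unmarked peaks of 70.2, counted from the top (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest possible). The list does not say that its order follows peak strength, and an overlap does not measure the level of the mark. From the number of Maf peaks with H3K27ac, the paper concludes that Maf acts mainly as an activator of transcription in skeletal muscle.

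**Figure D1:**
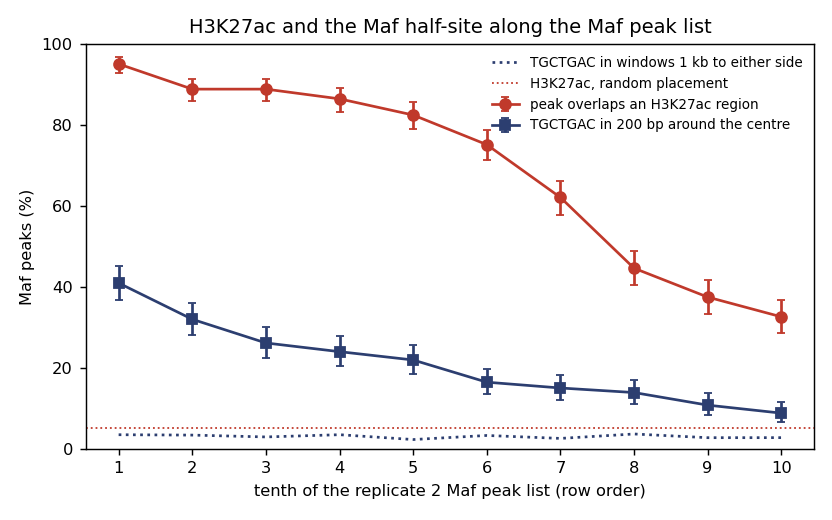
Share of Maf peaks with an H3K27ac region (red) and with the sequence TGCTGAC within 200 bp around the centre (blue), in %, for 10 equal parts of the replicate 2 Maf list in its order. Bars are 95% Clopper-Pearson intervals, and dotted lines give H3K27ac for randomly placed peaks and TGCTGAC in windows 1 kb to either side. The H3K27ac share goes from 95.1% to 32.6% and the TGCTGAC share from 41.0% to 8.81%.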

Gene Ontology analysis of these peaks revealed that the associated genes were involved in skeletal muscle function (Fig. 4e). 

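Among the lists tested, genes of fast fiber metabolism, contraction and calcium handling had the highest shares with a Maf peak within 10 kb. The list of glycolysis and the creatine kinase system also holds other genes, such as Ampd1 and the glycogen branching enzyme gene Gbe1. Of its 29 genes, 20 had a peak within 10 kb of a transcript start. The highest positions were at Gpd1, Ckm, Gbe1 and Ampd1. Of 31 genes of the fast mature sarcomere it was 18, led by Mybph, Actn3, Mybpc2 and the fast troponin T gene Tnnt3. Of 32 genes of calcium handling and excitation-contraction coupling it was 16, led by Atp2a1, Ryr1, the calcium channel subunit gene Cacnb1 and Camk2a. Among all other protein-coding genes about 10.2% had such a peak. The lists were tested with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 26 lists. The adjusted p was 1.5e-12 for glycolysis and creatine kinase, 1.01e-09 for the fast sarcomere and 1.42e-07 for calcium handling. The circadian and PAR bZIP list, with Nr1d2, Dbp, Arntl and Bhlhe41, had 9 of 19 (exact test, adjusted p = 0.000277). The list of myogenic and Mef2 transcription factors also holds other genes, such as the histone deacetylase genes Hdac4 and Hdac9. Of its 24 genes, 7 had a peak, among them Eya3, Myf6, Myog and Hdac4 (exact test, adjusted p = 0.0362). Of 28 housekeeping genes it was 9, among them Vps29, Rpl19, Actb and Tubb5 (exact test, adjusted p = 0.00707). The Vps29 peak also lies at the Rad9b promoter, the Rpl19 peak is the one in Cacnb1, and Pgk1 and Gpi1 are in both the housekeeping and the glycolysis list. In the remaining 20 lists the share did not differ from other genes at an adjusted p under 0.05. They include oxidative metabolism with 6 of 29, slow fiber genes with 2 of 18, developmental muscle genes with 4 of 25, and liver genes with 0 of 22. Against genes with an H3K27ac region at the promoter as the background, the exact test no longer passed for the myogenic list (adjusted p = 0.367, 0.0742 to 0.367 in the 3 of 6 alternatives with replicate 2 that ended the call) and the housekeeping list (adjusted p = 0.160, 0.0963 to 0.517 likewise). Oxidative metabolism passed within 50 kb with 19 of 29 genes and by nearest gene with 12 of 29 (exact test, adjusted p = 0.000286 and 0.00747). The adult myonuclear factors named by the paper had a peak within 10 kb in 1 of 5 genes, and in 5 of 5, the highest share of any list, within 50 kb and by nearest gene (exact test, adjusted p = 0.00735 and 0.000873). With the replicate 1 peaks alone no list passed. Glycolysis and creatine kinase then had 0 of 29 genes, calcium handling 0 of 32 and circadian genes 0 of 19. Housekeeping had 0 of 28 and the myogenic list 0 of 24, while the list of large and small Maf factors had 1 of 7 (odds ratio 151). Few genes are near those peaks, and the fast sarcomere list had 1 of 31 (3.23%) against 24 of 21796 other genes (0.110%), an odds ratio of 30.2 (exact test, p = 0.0349 and adjusted p = 0.454), against an odds ratio of 12.3 with all peaks.

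**Figure D2:**
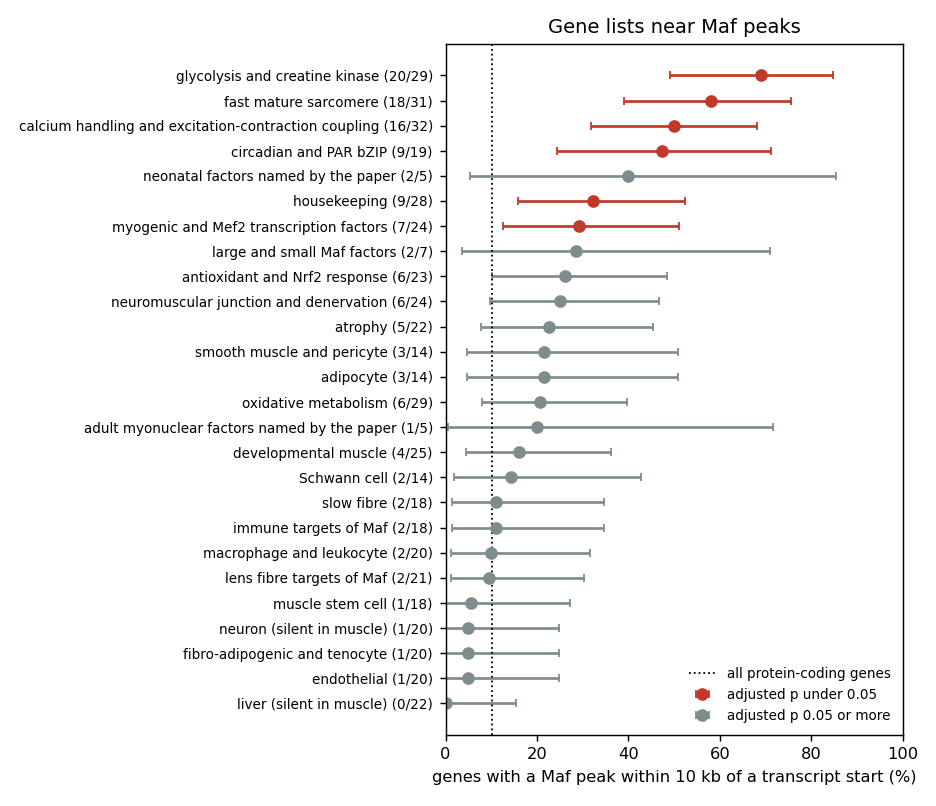
Share of the genes of each list, in %, with a Maf peak within 10 kb of a transcript start, with 95% Clopper-Pearson intervals and the counts in brackets. Red points have an adjusted p under 0.05, and the dotted line gives all protein-coding genes (10.2%). The glycolysis and creatine kinase list has the highest share at 69.0%.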

Motif analysis using Homer^38^ revealed that in addition to the canonical Maf binding motifs, the Maf peaks possessed binding motifs such as the Mef2 motif and E-boxes, suggesting the cooperativity of Maf with Mef2 and myogenic bHLH factors (Fig. 4f). 

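Maf recognition sequences were more frequent at Maf peaks than beside them. TGCTGAC lay within 200 bp around the centre in 1149 of 5485 peaks, or 20.9% (95% Clopper-Pearson interval 19.9 to 22.0), against 3.05% of the windows 1 kb to either side. The E-box CAGCTG, which myogenic bHLH factors bind, was in 19.5% of peaks against 9.26% beside them. The Mef2 sequence YTAWWWWTAR was in 5.69% of peaks against 4.04%. AP-1 sites, which other bZIP factors bind, were in 9.90% against 3.34%. The shorter Maf sequence TGCTGA was in 46.2% of peaks against 14.0%. The full site TGCTGASTCAGCA, with at most 2 mismatches, was in 11.8% against 0.830%. TGCTGAC sites lay at a median of 26.5 bp from the peak centre. Peaks with H3K27ac held TGCTGAC in 23.8% of cases and Mef2 sequences in 6.35%. Peaks without the mark held them in 14.5% and 4.20% (Fisher's exact test, two-sided, adjusted p = 3.74e-14 and 0.00363). This comparison was chosen after the data were seen and was not matched for list position. The H3K27ac and TGCTGAC shares both fell along the replicate 2 list, so the test cannot separate the mark from list position. Beside marked peaks the shares were 3.15% for TGCTGAC and 3.76% for Mef2, and beside unmarked peaks 2.84% and 4.67%. The Mef2 interval lay above the flanks at marked peaks (5.60 to 7.18) and held the flank share at unmarked peaks (3.29 to 5.26). No test against the flanks was made in these groups, so a limit to marked peaks is not shown. Peaks were compared with the windows beside them by an exact McNemar test, two-sided, with adjustment over 46 motif tests. The adjusted p was 1.17e-195 for TGCTGAC, 2.78e-49 for CAGCTG and 0.000511 for Mef2. Counted as CANNTG, E-boxes of any sequence were in 66.7% of peaks and 66.3% of the windows beside them (exact McNemar test, adjusted p = 1). In the 74 peaks of replicate 1, the Mef2 sequence (9.46% against 0.676%, adjusted p = 0.809) and CAGCTG (23.0% against 11.5%, adjusted p = 0.959) did not pass the exact test.

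**Figure D3:**
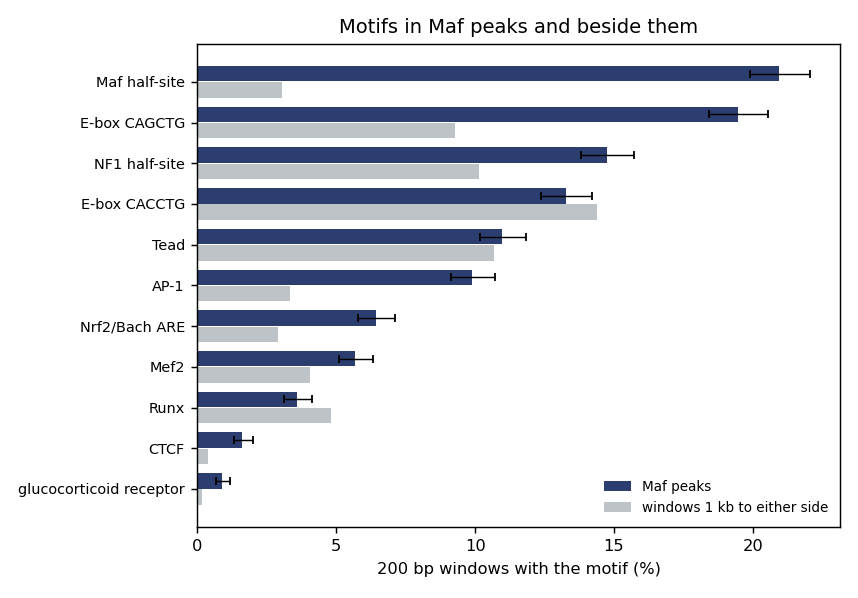
Share of 200 bp windows with each motif, in %, at the centre of the 5485 Maf peaks (blue, with 95% Clopper-Pearson intervals) and 1 kb to either side (grey). TGCTGAC, drawn as the Maf half-site, is in 20.9% of peaks and 3.05% of the windows beside them.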

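A Maf peak of replicate 2 lay within 1 kb of a transcript start at Myh4, the fast IIb myosin heavy chain gene, at Actn3, which encodes the α-actinin of fast fiber Z-discs, at Mybpc2, the fast myosin-binding protein C gene, at Atp2a1, which encodes the fast fiber calcium pump, and at the muscle creatine kinase gene Ckm. In the order of the replicate 2 list, Atp2a1 stood at position 13, Actn3 at 61, Ckm at 107, Myh4 at 271 and Mybpc2 at 822 of 5467. The median percentile of these promoters was 1.96, with a range of 0.238 to 15.0. By the number in the peak name, an alternative chosen after the data were seen, the median was 3.54 and the range 0.590 to 17.4. The Myh4 peak spanned chromosome 11 from 67237611 to 67237891 (GRCm38), between protein-coding genes, with its centre at -278 bp from the transcript start. The Ckm peak spanned chromosome 7 from 19410728 to 19411008, in an intron of the annotated gene and with its centre at -157 bp from a transcript start inside that gene. Atp2a1 had a second peak at position 149, and Actn3 a second one in an intron at position 124. Mybpc2 had a peak in an intron at position 108. All of these peaks overlapped H3K27ac. The windows drawn in Fig. 4g hold 8 peaks of replicate 2 and 0 of replicate 1, whose list does not include a peak within 2.5 kb of these genes. The rank of each peak is its place in the list, since the score column is the same for every peak. When transcript starts were limited to the 5′ end of each gene, the count fell to 4 of 5, without Ckm.

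**Figure D4:**
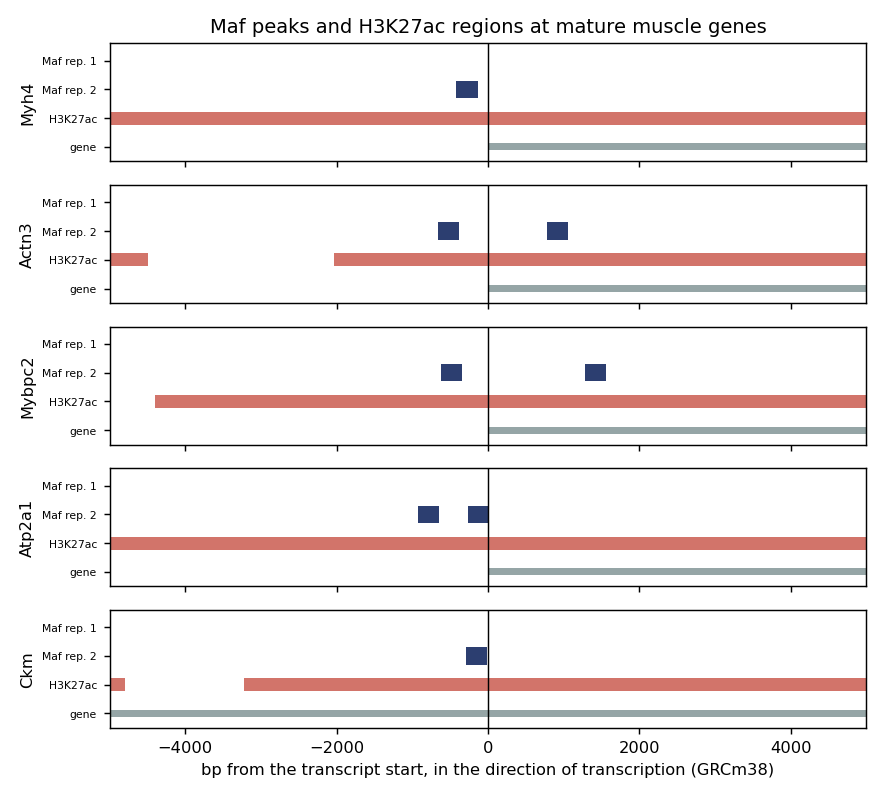
Maf peaks of replicates 1 (light blue) and 2 (dark blue), merged H3K27ac regions (red) and the gene (grey) within 5 kb of the transcript start nearest to the Maf peak, in bp along the direction of transcription. Each of the 5 genes has a replicate 2 peak within 1 kb of the start, and none has a replicate 1 peak.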

Among the loci with the strongest binding of Maf, we detected promoters of mature muscle genes including *Myh4*, *Actn3*, *Mybpc2*, *Atp2a1*, and *Ckm* (Fig. 4g). Interestingly, these genes are only expressed during myofiber maturation and show the same expression pattern as Maf (Fig. 4a, h). Consistent with this finding, developmental muscle genes do not contain Maf binding peaks (Supplementary Fig. 5b).

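Among 11 developmental genes named in the paper and fixed as a set before the data were examined, Myog was the only one with a Maf peak within 1 kb of a transcript start. Etv5, a factor that the paper assigns to the embryonic stage and that is outside this set, had a peak 115 bp from a transcript start, at position 238 of the replicate 2 list and with H3K27ac. Of the list of 25 developmental muscle genes, 2 had a peak within 1 kb, Myog and Etv5. The nearest replicate 2 peak was 16997 bp from Chrng, a subunit of the fetal acetylcholine receptor, 65227 bp from the troponin T gene Tnnt2, 16823 bp from the fusion gene Mymx and 425869 bp from Col25a1. For the myosin heavy chain genes it was 36653 bp from Myh3, 39233 bp from Myh8 and 237902 bp from Myh7. The Myog peak lay on chromosome 1 from 134289758 to 134290038 (GRCm38), at position 1485 of the replicate 2 list, and overlapped an H3K27ac region. Upstream of Mymk, which encodes the fusion protein myomaker, a peak without H3K27ac lay 3359 bp from the start and held TGCTGAC. The nearest peak was 389857 bp from Klf5 and 463296 bp from Tead4. H3K27ac lay within 1 kb of a start of 4 of these genes, Mymx, Myog, Klf5 and Tead4. Of the mature genes Myh4, Actn3, Mybpc2, Atp2a1 and Ckm, 5 of 5 had a Maf peak, against 1 of 11 developmental genes (Fisher's exact test, two-sided, p = 0.00137). For H3K27ac the counts were 5 of 5 and 4 of 11 (Fisher's exact test, two-sided, p = 0.0337). The mature genes were chosen in the study on these data, so the test is not independent evidence, and the replicate 1 list has no peak at either group (0 of 5 and 0 of 11).

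**Figure D5:**
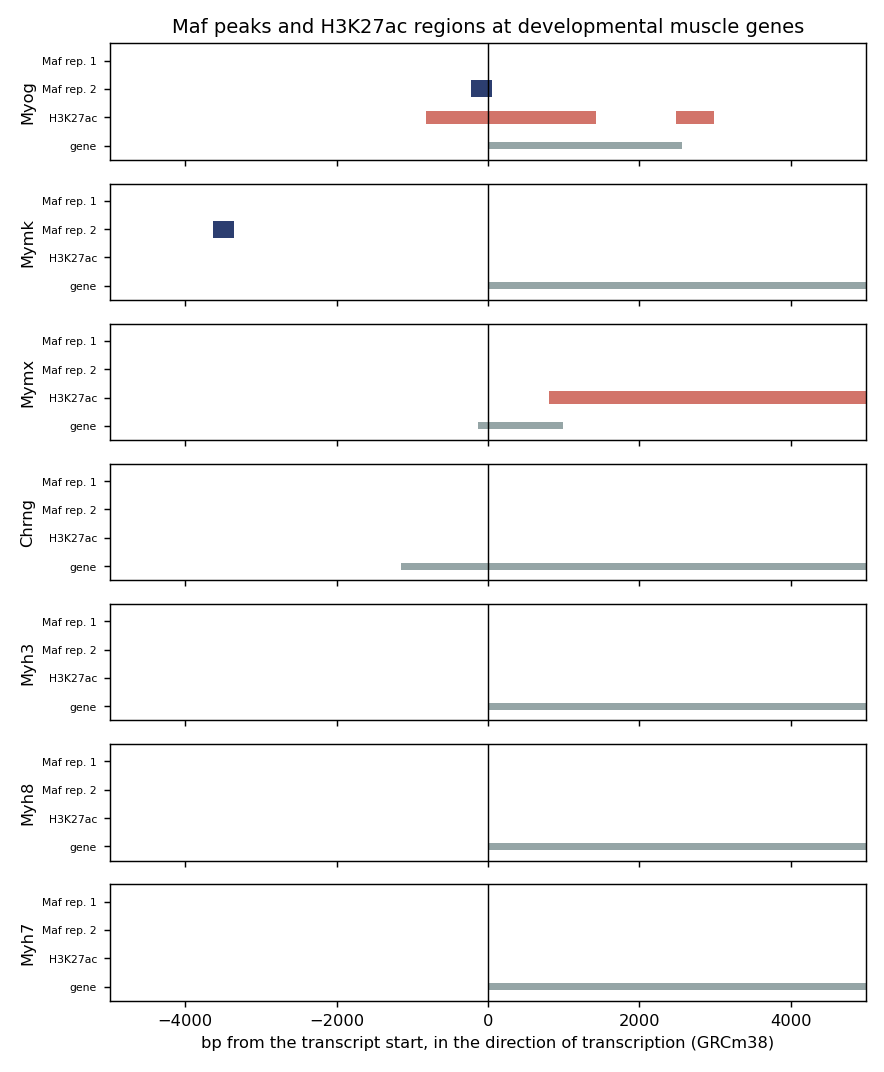
Maf peaks of replicates 1 (light blue) and 2 (dark blue), merged H3K27ac regions (red) and the gene (grey) within 5 kb of the transcript start nearest to the Maf peak, for 7 of the developmental genes, in bp along the direction of transcription. Myog has a replicate 2 peak at the start, Mymk has one 3359 bp upstream, and the others drawn have none.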

Previous studies showed that Maf-deficient mice exhibited defects in the differentiation of lens fiber cells and die before weaning^31,32^. However, possible skeletal muscle phenotypes have not been explored in these KO mice. To address this, we generated Maf knockout (KO) mice by introducing a premature stop codon and deleting a large region of the coding sequence using CRISPR/Cas9 technology (Supplementary Fig. 5c, d). Western blot analysis confirmed the complete loss of Maf protein expression in the hindlimb skeletal muscles of the Maf KO mice (Fig. 5a). As previously described in refs. ^31,32^, Maf KO mice did not survive after birth. At E18.5, Maf KO embryos were smaller and displayed severe kyphosis, as seen in other mouse mutants lacking developmental muscle genes^18,39^ (Fig. 5b). Histological analysis of hind limbs revealed a reduction in muscle size across different muscle groups in Maf KO mice compared to WT (Fig. 5c). Quantification of the tibialis anterior (TA) area at three different section levels revealed a diminution of 32% of TA area in the absence of Maf (Fig. 5d). Transverse and longitudinal sections showed that Maf KO myofibers were multinucleated but appeared smaller compared to WT (Fig. 5e, f).

**Fig. 5:**
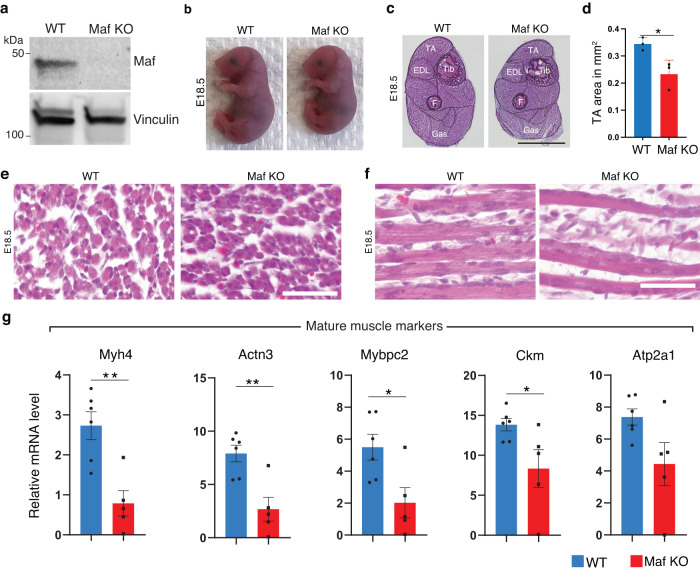
Maf is required for myofiber maturation. **a** Western blot showing the absence of Maf protein expression in hindlimb skeletal muscle in Maf KO mice. Vinculin is a loading control (representative results from 2 independent experiments). **b** External appearance of WT and Maf Knockout (KO) mice at E18.5. **c** H&E staining of hind limb transverse sections of WT and Maf KO E18.5 mice. Scale bar: 1 mm. TA: Tibialis anterior. EDL: Extensor digitorum longus. Tib: Tibia. F: Fibula. Gas: Gastrocnemius. **d** Quantification of TA surface area in Maf KO compared to WT (*n*  = 3 mice per group, *P = 0.0406). **e** H&E staining of transverse WT and Maf KO E18.5 myofibers from TA (representative results from 3 independent experiments). Scale bar: 62.5 μm. **f** H&E staining of longitudinal WT and Maf KO E18.5 myofibers from vastus lateralis (representative results from 3 independent experiments). Scale bar: 62.5 μm. **g** Expression level of the mature genes *Myh4, Actn3, Mybpc2, Ckm* and *Atp2a1* in WT and Maf KO hindlimb skeletal muscle as detected by RT-qPCR. The absence of Maf impairs the expression of the mature program (*n* = 6 mice for WT, and *n* = 5 mice for Maf KO). Numerical data are presented as mean ± s.e.m. *P < 0.05, **P < 0.01. Significance of difference for (**d**, **g**): Two-tailed, unpaired t-test.

To determine the cause of muscle hypoplasia in Maf KO mice, we quantified mRNA expression of developmental and mature muscle genes. We found that expression of the mature genes, such as *Myh4*, *Actn3, Mybpc2, Atp2a1*, and *Ckm*, was dramatically impaired in the absence of Maf (Fig. 5g). 

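The Maf sequence TGCTGAC or its shorter form TGCTGA lay in the promoter peaks of Atp2a1, Actn3 and Ckm. The first Atp2a1 peak, on chromosome 7 from 126463089 to 126463369 (GRCm38), held TGCTGAC at -125 bp from the start, in the sequence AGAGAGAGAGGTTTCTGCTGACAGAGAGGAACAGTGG. The Actn3 peak on chromosome 19 from 4878295 to 4878575 held the shorter TGCTGA at -515 bp, in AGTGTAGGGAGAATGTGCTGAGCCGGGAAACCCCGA. In the Ckm peak, TGCTGA lay on the minus strand at -155 bp from the start, in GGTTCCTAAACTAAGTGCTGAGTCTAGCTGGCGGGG. The promoter peaks of Myh4 and of Mybpc2, the latter from 44524999 to 44525279 on chromosome 7 with its centre at -483 bp from the start, held neither sequence. The Myh4 peak held CAGCTG and a Mef2 sequence. It also held a looser match to the full site TGCTGASTCAGCA, with more than 2 mismatches, as did this Actn3 peak. The promoter peaks of Atp2a1, Ckm and Mybpc2 held no such match. The sequences are those of the reference genome, shown on the strand of the site with 15 bases to either side, and no test was made at single genes.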

Maf directly bound the promoter regions of these mature muscle genes to activate their expression (Fig. 4g). In contrast, expression of the muscle developmental gene program (*Chrng*, *Tnnt2*, *Mymk, Col25a1, Myh7, Myh3, and Myh8*) and TFs (*Myogenin*, *Klf5*, and *Tead4*) was similar in WT and Maf KO muscles at RNA and protein levels (Supplementary Fig. 5e, f). These findings revealed that Maf promotes the maturation of myofibers by activating the mature gene program.

### Maf gene expression and myofiber maturation are suppressed in skeletal muscles lacking Ca_v_1.1

Myofiber contraction is triggered by a cascade of events known as excitation-contraction (EC) coupling initiated by depolarization of the muscle membrane, Ca^2+^ influx through Ca_v_1.1, the release of Ca^2+^ from the sarcoplasmic reticulum into the cytoplasm via the opening of the ryanodine receptor and activation of the sarcomeres^40^ (Supplementary Fig. 6a). Intracellular Ca^2+^ also modulates the activity of several signaling pathways, and transcriptional activity of adult myofibers^41^. However, it is not well understood how EC coupling affects the transcriptional activity of developing myofibers and the maturation of myofibers. We therefore analyzed skeletal muscles from mutant mice deficient in EC coupling due to the absence of *Cacna1s*, which encodes the α1 s subunit of Ca_v_1.1 (Fig. 6a and Supplementary Fig. 6b). Previous studies have shown that action potential-induced Ca^2+^ transients and EC coupling are absent in muscular dysgenic (*mdg*) mice deficient in *Cacna1s*^42–46^. Similar to *mdg* mice, Cacna1s KO mice were paralyzed and died at birth due to inability to breathe. At E18.5, KO embryos were smaller and hunchbacked. Hematoxylin & eosin staining of hind limbs of Cacna1s KO mice revealed a substantial reduction in muscle area across different muscle groups compared to WT muscles (Fig. 6b, c). We also found a decrease in the number of myofibers, which contributed to muscle hypoplasia (Fig. 6b, c and Supplementary Fig 6c). The remaining myofibers in the KO mice expressed developmental muscle genes, including *Myh7, Myh3*, and *Myh8* (Supplementary Fig. 6c).

**Fig. 6:**
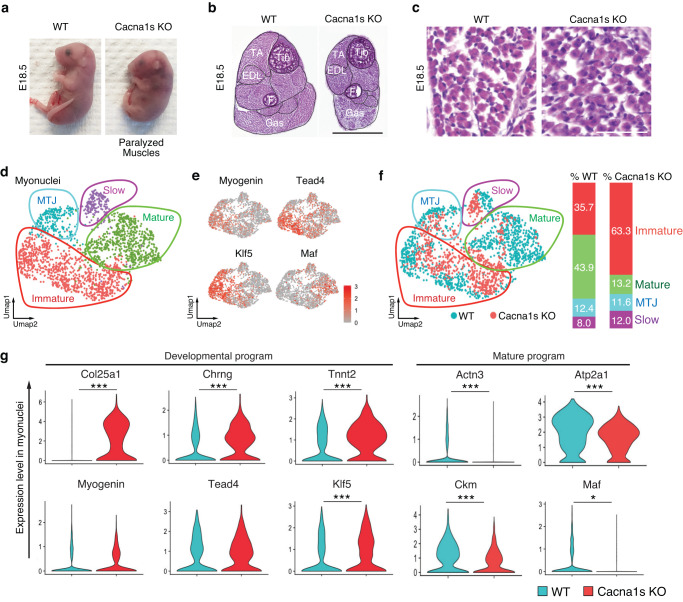
Suppression of Maf gene expression and myofiber maturation in Cacna1s KO mice. **a** External appearance of WT and Cacna1s Knockout (KO) mice at E18.5. **b** H&E staining of hind limb transverse sections of WT and Cacna1s KO mice at E18.5 (representative results from 3 independent experiments). Scale bar: 1 mm. TA: Tibialis anterior. EDL: Extensor digitorum longus. Tib: Tibia. F: Fibula. Gas: Gastrocnemius. **c** H&E staining of transverse WT and Cacna1s KO E18.5 myofibers from TA (representative results from 3 independent experiments). Scale bar: 62.5 μm. **d** UMAP visualization of myonuclei reclustering. The different colors correspond to the different clusters identified by Seurat. **e** The same UMAPs visualized in (**d**), showing the expression of several markers used to identify the different myonuclei subtypes. **f** The same UMAP visualized in (**d**), showing the WT nuclei in blue and Cacna1s KO nuclei in red. Percentages of myonuclei subtypes in WT and Cacna1s KO muscles are indicated on the right. **g** Expression of *Col25a1, Chrng, Tnnt2, Actn3, Atp2a1, Ckm, Myogenin, Tead4, Klf5*, and *Maf* in WT and Cacna1s KO myonuclei.*P < 0.05, ***P < 0.001. Significance of difference for (**g**): Two-tailed, non-parametric Wilcoxon.

We then performed snRNA-seq and snATAC-seq multi-omics analysis on E18.5 Cacna1s KO and WT hindlimb skeletal muscles (Fig. 6d and Supplementary Fig. 6d,e). We observed significant changes in cell composition in Cacna1s KO muscle, such as MuSCs, myoblasts, adipocytes, and tenocytes, compared to WT muscle (Supplementary Fig. 6f). These changes are due to the loss of Cacna1s in myonuclei, since the expression of *Cacna1s* is restricted to myonuclei and no other cell types (Supplementary Fig. 6g).

To focus our analysis on myofibers, we clustered myonuclei separately and identified four distinct myonuclei clusters: MTJ (*Col22a1*), slow fibers (*Myh7*), immature fibers expressing *Myogenin*, *Tead4*, and *Klf5*, and mature fibers expressing *Maf* (Fig. 6d, e and Supplementary Fig. 7a). There was an ~2-fold increase in the percentage of immature myonuclei and a 3-fold decrease in the percentage of mature myonuclei in the Cacna1s KO muscle compared to WT muscle (Fig. 6f). The immaturity of KO fibers was further confirmed by the increased expression of the developmental genes *Col25a1*, *Chrng*, and *Tnnt2* and the decreased expression of mature genes *Actn3*, *Atp2a1*, and *Ckm* in Cacna1s KO myonuclei compared to WT (Fig. 6g and Supplementary Fig. 7b, c). Expression of the developmental TFs *Myogenin*, *Klf5*, and *Tead4*, was also slightly increased in Cacna1s KO myonuclei. Conversely, expression of Maf, which controls the mature gene program, was significantly decreased. Interestingly, around half of the genes downregulated in Cacna1s KO are associated with binding peaks of Maf in ChIPseq data (Supplementary Fig. 7d), suggesting that Maf directly regulates their gene expression. Western blot experiments confirmed the increased expression of the developmental TFs Myogenin, Klf5, and Tead4 and the decreased expression of Maf in paralyzed skeletal muscle (Supplementary Fig. 7e).

Cacna1s KO myonuclei showed changes in gene expression analogous to denervated adult muscle fibers, such as down-regulation of *Hdac9* and up-regulation of *Hdac4, MuSK, Chrna1, Chrnb1, Chrnd, Chrng, Foxo1, Foxo3*, and *Trim63* (Supplementary Fig. 7f), suggesting a common mechanism of gene regulation by muscle contraction during development and adulthood. Altogether, these results revealed that the skeletal muscle L-type Ca^2+^ channel is required for myofiber maturation by repressing the transcriptional activity of Myogenin, Klf5, and Tead4 and activating the expression of Maf (Fig. 7).

**Fig. 7:**
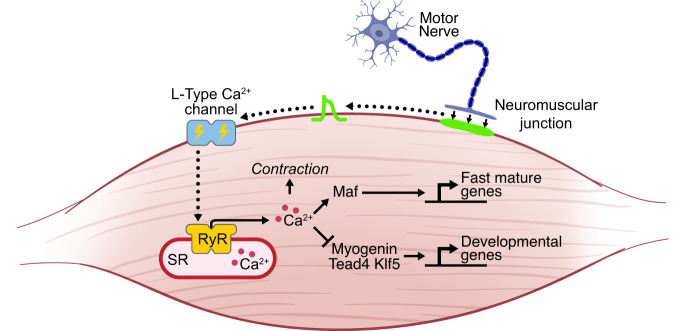
Genetic program regulating the transition from developmental to mature myofibers. In newly formed muscle fibers, transcription factors Myogenin, Tead4 and Klf5 are activated to express developmental genes. During muscle fiber maturation, L-type Ca^2+^ channel activity and excitation-contraction coupling repress Myogenin, Tead4, Klf5 and the developmental gene program, and activate Maf. By activating the transcription of fast-mature genes, Maf induces final maturation of muscle fibers. Abbreviations: Sarcoplasmic reticulum (SR).

## Discussion

Despite numerous studies of muscle gene expression, gene regulatory programs that activate the successive phases of myogenesis in vivo have not been fully described. In this study, we generated a snRNA-seq and snATAC-seq multi-omics atlas of myogenesis from both developmental and adult mouse skeletal muscle. Our data revealed several waves of gene regulatory programs and TFs regulating the differentiation of MuSCs into myoblasts and the development of embryonic, fetal, neonatal, and adult myofibers. Furthermore, analyzing paralyzed muscles in Cacna1s KO mice shed light on how electrical activity from motor nerves represses developmental and activates mature gene programs in myofibers.

Our results show that Myogenin, Tead4, and Klf5 are the most active TFs in developing myofibers compared to mature myofibers. The requirement of these TFs during myogenesis has been demonstrated by the impairment of muscle differentiation when silencing either Myogenin, Tead4, or Klf5 in vitro and in vivo^18–20^. Regulation of gene expression frequently requires collaboration of multiple TFs. By analyzing ChIP-seq data, we found that Myogenin, Tead4, and Klf5 cooperate to activate the expression of genes required for myoblast fusion, as well as the formation of sarcomeres and the NMJ in myoblasts and developing myofibers. The concerted action of these TFs allows synergistic activation of gene expression by forming a transcriptional complex. This complex could determine the robust spatial and temporal gene expression pattern in cells that express the three TFs simultaneously. This complex could also integrate several signaling pathways to finely control myogenic differentiation. This transcriptional complex could also cooperate with other myogenic TFs expressed at all phases of myofiber development and maturation, such as Mef2 TFs. After birth, the expression and activity of this transcriptional complex are repressed, and analysis of Cacna1s KO muscles revealed that this repression depends on Ca^2+^ influx from the L-type Ca^2+^ channel. Previous studies showed that electrical activity represses *Myogenin* gene expression^9^ and Myogenin transcriptional activity via CaMKII phosphorylation^47^. A similar repression mechanism by electrical activity and Ca^2+^ signaling could reduce the expression and activities of Tead4 and Klf5 during myofiber maturation.

Maf is highly expressed and active in mature myofibers, compared to developmental stages, but its role in myofiber formation has not been previously explored. Maf is not expressed in muscle progenitor cells (MuSCs and myoblasts), and it begins to be expressed and active in a subset of fetal myofibers (Cluster 5). In these cells, Maf promotes myofiber maturation by directly activating the expression of the mature gene program, as seen by the decreased expression of mature genes (*Myh4*, *Actn3, Mybpc2, Atp2a1*, and *Ckm)* and the muscle hypoplasia in E18.5 Maf KO muscles.

In adult myofibers, *Maf* mRNA and protein are more expressed in fast Myh4+ myofibers compared to other myofibers, and in snATAC-seq data, Maf binding motif is also more active in fast Myh4+ myofibers than other myofibers^4^. 

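Across the fast myosin heavy chain genes on chromosome 11, Myh4 was the only one of Myh1, Myh2 and Myh4 with a Maf peak within 1 kb of a transcript start. The nearest peak to a Myh1 start was 4222 bp away in an intron of Myh1, from 67204626 to 67204906 (GRCm38), at position 2115 of the replicate 2 list. The nearest to Myh2, which encodes the IIa myosin, was 31075 bp upstream, between protein-coding genes. No peak lay within 1 kb of Myh7, the slow myosin gene on chromosome 14. The peak upstream of Myh2 was called in both replicates, at position 26 in replicate 1 and at position 166 in replicate 2, from 67139672 to 67139952. Farther upstream, a replicate 2 peak at position 48, from 67125523 to 67125803 and centred at -45364 bp from the Myh2 start, held TGCTGAC, as did one at position 185. These peaks and the Myh1 intron peak overlapped H3K27ac. H3K27ac itself lay within 1 kb of transcript starts of Myh1, Myh2 and Myh4 in both replicates, and at Myh7 in neither. The peak list gives no measure of occupancy below the calling threshold, and no test was made at single genes.

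**Figure D6:**
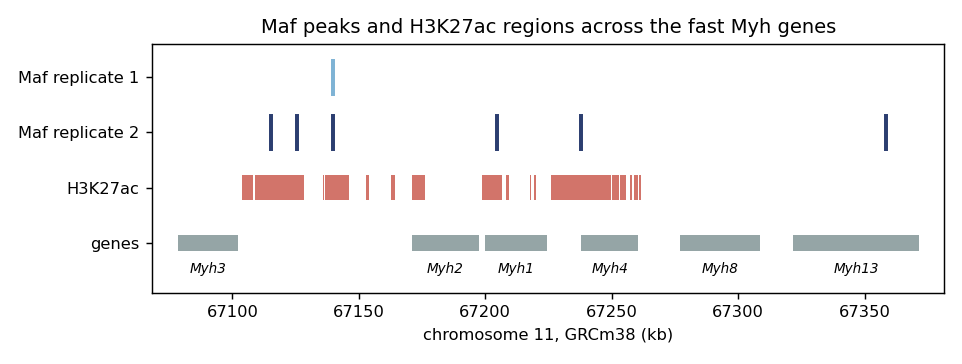
Maf peaks of replicate 1 (light blue) and replicate 2 (dark blue), merged H3K27ac regions (red) and genes (grey) on chromosome 11 of GRCm38, in kb. The peak called in both replicates lies upstream of Myh2, and a replicate 2 peak lies at the Myh4 promoter.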

The ChIP-seq analysis of Maf in adult skeletal muscle revealed specific binding of Maf in the Myh4 promoter and not in the Myh1, Myh2, or Myh7 promoters (Supplementary Fig. 5A). A recent article by Sadaki et al. reported that large Maf transcription factors (Mafa, Mafb, and Maf) are important regulators of fast Myh4 myofibers^37^.

Maf controls the expression of the fast mature gene program in response to Ca^2+^ signaling and muscle contraction. In other tissues, Maf activates the transcription of genes essential for the formation of the eye^31^, sensory neurons^33^, bone cells^34^, and immune cells^35^. In these tissues, several signaling pathways regulate the activity and expression of Maf. For example, in T lymphocytes, Maf expression is induced by Il6 stimulation via calcineurin activation and Stat3 transcriptional activity^48^. A similar Ca^2+^ dependent signaling pathway could activate the expression of Maf and myofiber maturation.

Developmental genes are frequently reexpressed in diseased muscle. This reexpression of developmental genes can serve as a compensatory response to repair damaged myofibers or promote the reinnervation of myofibers. However, several reports indicate that reexpression of the developmental gene program can be detrimental to adult myofiber integrity^49–51^. By revealing TFs that regulate myofiber development, our study provides a deeper understanding of the pathways that are deregulated in disease.

Myogenin expression is upregulated in denervated muscle and participates in the expression of atrophic genes^50^. Tead4 and Klf5 are also upregulated in atrophic muscle^52,53^. In cooperation with Myogenin, Tead4 and Klf5 could synergistically activate the expression of an atrophic gene regulatory program in diseased myofibers. Conversely, the expression and activity of Maf are diminished in denervated myofibers^54^. This diminution could decrease the expression of mature fast muscle genes during atrophy. In Schwann cells, histone deacetylase 5 (Hdac5) represses Maf expression^55^. Interestingly, Hdac5 KO muscles are protected from denervation-induced atrophy^50^, and it would be interesting to determine if Maf expression is unchanged by denervation in these muscles. The developmental TFs Myogenin, Tead4, Klf5, and the mature TF Maf could control opposing genetic programs regulating muscle properties during development and disease. These findings provide a new perspective for the development of therapies ameliorating muscle functions in neuromuscular diseases.

## Methods

### Animals

Animal work described in this manuscript was approved and conducted under the oversight of the University of Texas (UT) Southwestern Institutional Animal Care and Use Committee (IACUC). Mice were housed in a pathogen-free barrier facility with a 12-h light/dark cycle, with a temperature of 18–24 °C and humidity of 35–60%, and maintained on standard chow (2916; Teklad Global). For WT mice, we used C57BL/6 N from Jackson laboratory. To generate Maf^+/-^ mice, we designed 4 sgRNAs targeting the first exon of the Maf gene. Pronuclear injection of sgRNAs and Cas9 mRNA was performed as previously described in ref. ^56^. Cacna1s^+/–^ mice (Cacna1s^**tm1.1(KOMP)Vlcg**^, MGI:5494476) were generated by the KOMP-Regeneron project, through an insertion of the Velocigene cassette ZEN-Ub1, which led to a deletion of the coding region of the Cacna1s gene^57^. We obtained Cacna1s^+/–^ mice from Mutant Mouse Resource & Research Centers (MMRRC) supported by the NIH at UC Davis (MMRRC:046868-UCD). Pregnant females were staged, taking the appearance of the vaginal plug as E0.5. For Multiomics snRNA-seq and snATAC-seq experiments, embryos and fetuses were harvested at 14.5 and 18.5 days post-fertilization. P5 pups were harvested five days after birth. For adult conditions, we used 8 week-old male and female C57black6n mice.

### Nuclei isolation for single nucleus RNA-seq and single nucleus ATAC-seq

Nuclei were extracted using a modified version of a previously described protocol in ref. ^58^. For all stages, hindlimb skeletal muscles (without skin and bone) were dissected, snap-frozen, and stored in liquid nitrogen. For E14.5 embryos, 56 hindlimbs were pooled together. For E18.5 embryos, 14 hindlimbs were pooled together. For P5 mice, 8 hindlimbs were pooled together. For adult mice, 4 hindlimbs were pooled together. For E18.5 Cacna1s KO mice, 26 hindlimbs were pooled together. Skeletal muscles were thawed for 5 min on ice. Muscles were minced with scissors in 1 ml cold lysis buffer (10 mM Tris-HCl pH7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NonidetTM P40, 1 mM DTT, 1 U/μl RNase inhibitor in Nuclease-Free Water). After 2 min, 4 ml of cold lysis buffer was added, and muscles were lysed for 5 min at 4 °C. 10 ml of cold wash buffer (PBS, BSA 2%, and 0.2 U/μl RNase inhibitor from Roche) was added, and the lysate was dounced with 20 strokes of a loose pestle. The homogenate was filtered with 70 μm and 40 μm cell strainers. Nuclei were pelleted by centrifugation for 5 min at 500 × g at 4 °C. Nuclei were resuspended in 0.5 ml of wash buffer and 2 μl of PCM1 antibody (Sigma-Aldrich, HPA023374) to stain the myonuclei. After 15 min, nuclei were pelleted by centrifugation for 5 min at 500 × g at 4 °C. Nuclei were resuspended in 0.5 ml of wash buffer and 2 μl of an Alexa 647 conjugated PCNA antibody (Biolegend, 682203) to stain all the nuclei and 1 μl of Alexa 555 Goat anti-rabbit secondary antibody against PCM1. After 15 min, nuclei were pelleted by centrifugation for 5 min at 500 × g at 4 °C. Then the nuclei were resuspended in 300 μl of wash buffer and filtered with 30μm cell strainers.

### FACS sorting of nuclei

Nuclei were FACS sorted to exclude debris with a BD FACSAria III and the BD FACSDIVA and FlowJo v10.8.1 software. PCM1 positive, and PCNA positive (myonuclei) were sorted in one 15 ml tube and PCM1 negative and PCNA positive nuclei were sorted in another 15 ml tube. More than 100,000 nuclei were collected for each condition. PCM1 positive and negative nuclei were mixed in equal volumes and pelleted by centrifugation for 10 min at 500 × g at 4 °C to analyze myonuclei and other cell types. Nuclei were then resuspended in 200 μl of ATAC lysis buffer (10 mM Tris-HCl pH7.4, 10 mM NaCl, 3 mM MgCl2, 0.01% Tween-20, 0.01% NonidetTM P40, 0.001% Digitonin, 1% BSA, 1 mM DTT, 1U/ul RNase inhibitor in Nuclease-Free Water). After 2 min, 1.3 ml of ATAC wash buffer (10 mM Tris-HCl pH7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% Tween-20, 1 mM DTT, 1% BSA, 1U/μl RNase inhibitor in Nuclease-Free Water) was added. Nuclei were pelleted by centrifugation for 10 min at 500 × g at 4 °C and resuspended in 20 μl of diluted nuclei buffer from 10X genomics.

### Multi-omic snRNA-seq and snATAC-seq

Nuclei concentration was quantified with an automatic hemocytometer, and was adjusted to 2000 nuclei/μl with wash buffer. We loaded around 5000 nuclei per condition into the 10x Chromium Chip. We then used the Next GEM single-cell Multiome ATAC+ Gene expression kit according to the manufacturer’s protocol. GEM-incubation was performed in a thermal cycler: 37 °C for 45 min, 25 °C for 30 min. Post GEM-incubation Cleanup using DynaBeads MyOne Silane Beads was followed by Pre-Amplification PCR (72 °C for 5 min, 98 °C for 3 min, cycled 7 × 98 °C for 20 s, 63 °C for 30 s, 72 °C for 1 min). After cleanup with SPRIselect Reagent Kit, the ATAC library was generated (98 °C for 45 s, cycled 8 × 98 °C for 20 s, 67 °C for 30 s, 72 °C for 20 s) and purified with SPRIselect Reagent Kit. The fragment size estimation of the resulting ATAC libraries was assessed with Agilent TapeStation D1000 HS (Agilent) and quantified using the QubitTM double stranded DNA (dsDNA) High-Sensitivity HS assay (ThermoFisher Scientific). SnATAC-seq libraries were then sequenced by pair with a HighOutput flowcell using an Illumina Nextseq 500 with the following mode: Read 1 N − 63 cycles, i7 index – 8 cycles, i5 index − 24 cycles *(8 dark cycles and 16 cycles on i5), Read 2 N − 63 cycles. SnRNA-seq libraries were constructed by performing the following steps: cDNA Amplification, SPRIselect cleanup, Fragmentation, End repair and A tailing, SPRIselect cleanup, and Adaptor ligation, SPRIselect cleanup, Samplex index PCR and SPRIselect cleanup size selection. The fragment size estimation of the resulting libraries was assessed with Agilent TapeStation D1000 (Agilent) and quantified using the QubitTM double stranded DNA (dsDNA) High-Sensitivity HS assay (ThermoFisher Scientific). SnRNA-seq libraries were then sequenced by pair with a HighOutput flowcel using an Illumina Nextseq 500 with the following mode: pair-end 28 bp (read1) + 10 bp (index1) + 10 bp (index2) + 110 bp (read2).

### Multiome data analysis

For snRNA-seq, more than 30,000 reads per nucleus were sequenced. For snATAC-seq, more than 20,000 reads per nucleus were sequenced. To analyze jointly the gene expression and ATAC measurements, we used Cell Ranger Arc software 2.0.0 from 10x Genomics. Raw base call files (BCL) from the Nextseq 500 were demultiplexed with the cellranger-arc mkfastq pipeline into FASTQ files. The same command was used to demultiplex both ATAC and GEX flow cells. The FASTQ files were then processed with the Cell Ranger ARC count pipeline to perform alignment, filtering, barcode counting, peak calling and counting of both ATAC and GEX molecules with parameters set to default. We used a reference genome built against mouse mm10 (Sequence: GRCm38 Ensembl 93), and included intronic reads in our analysis. Reads associated with retained barcodes were quantified and used to build a transcript count table. Visualizations, clustering, and differential expression tests were performed in R version 4.1.0 using Seurat 4.0.4 and Signac 1.4.0. Quality control was performed by keeping cells with > 400 and < 25,000 nCount RNA, cells with <10% mitochondrial genes and nCount ATAC **<** 7e4. We obtained 3799 nuclei from E14.5, 3784 nuclei from E18.5, 3235 nuclei from P5, 4584 nuclei from adult and 4238 nuclei from Cacna1s KO E18.5 muscles. We detected expression of approximately two thousand genes per nucleus in each condition (Supplementary Fig. 1). Pathway analysis was performed using Metascape^59^. TFs motif activity score was analyzed by running chromVAR.

### ChIP-seq

Skeletal muscle nuclei were isolated as previously described in ref. ^60^ and ChIP-seq was carried out as previously described in ref. ^61^, with modifications. Nuclei were purified from 2-month-old WT gastrocnemius and quadriceps and crosslinked with 4% formaldehyde (Sigma) in PBS for 10 min, then quenched with 0.125 M glycine for 10 min at room temperature. Crosslinked samples were then washed with cold PBS. Samples were collected by a brief spin and treated with 10 mM Tris-HCl (pH 8.0), 10 mM NaCl and 0.2% NP-40 for 30 min to collect nuclei. After nuclear extraction, chromatin was sheared on a Bioruptor Pico (Diagenode) for 10 cycles (30 s on/ 30 s off for each cycle) at 4 °C in sonication buffer (0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl, 1 mM EDTA, 0.1% sodium deoxycholate, 0.25% sarkosyl, 1 mM DTT, 1x Complete Protease Inhibitor Cocktail (Roche), and 200 μM PMSF, pH 8.0). After sonication, 1% of the sonicated chromatin from each sample was taken out as ‘Input’ samples. The remaining sonicated chromatin was evenly split for Maf or H3K27ac ChIP. NaCl was then added to a final concentration of 300 mM for histone ChIP and 150 mM for transcription factor ChIP. 1 μg/mL H3K27ac antibody (Diagenode, C15410196) or 10 μg/mL Maf antibody (Thermofischer, A300-613A) was added to each sample and incubated at 4 °C overnight with gentle rotation. The next day, 30 μL/mL of pre-washed Dynabeads Protein G (Invitrogen, 10004D) was added to each sample for a two-hour incubation. After that, the beads were washed twice with 1 mL RIPA 0 buffer (0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl, 1 mM EDTA, 0.1% sodium deoxycholate, pH 8.0), twice with 1 mL RIPA 0.3 buffer (0.1% SDS, 1% Triton X-100, 10 mM Tris-HCl, 1 mM EDTA, 0.1% sodium deoxycholate, 300 mM NaCl, pH 8.0), twice with 1 mL LiCl wash buffer (250 mM LiCl, 0.5% IGEPAL CA-630, 0.5% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0), and finally twice with 1 mL TE buffer (10 mM Tris-HCl, 1 mM EDTA, pH 8.0). For each ChIP sample or input sample, 100 uL of SDS elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.0) was added and incubation was done at 65 °C overnight on a ThermoMixer (Eppendorf) at 1000 rpm. The next day, the supernatant was collected and further treated with 0.5 μg RNaseA (Sigma, 11119915001) for 30 min at 37 °C, followed by 20 μg Proteinase K (NEB, P8107S) treatment at 37 °C for 2 h. DNA was recovered using MinElute PCR Purification Kit (QIAGEN, 28004) according to the manufacturer’s protocol. The quality of the raw NGS data was checked with multiqc v1.7 and filtered with Samtools v0.1.19 and Sambamba v0.066. Reads adaptors were trimmed with trimgalorev0.6.4, then aligned into the genome reference using Bowtie2 v2.3.4.3 and Star v2.7.3a. Bam files were generated with Bedtools v2.29.2. Motif analysis proceeded with HOMER v4.4 and heatmap visualized with deepTolls v2.0.

### Luciferase assay

The DNA sequence of the Myomaker enhancer was synthetized by IDT and PCR amplified using GXL polymerase. The enhancer was cloned into a pGL4.Luc plasmid using KpnI and HindIII restriction enzymes. PE cells were transfected with the Enhancer reporter construct, CMV-Lacz plasmid and plasmids encoding the TFs in triplicate. Cells were lysed in Passive Lysis Buffer (Dual-Luciferase Reporter Assay System, Promega) and frozen for 15 min at −80 °C. After thawing, cells were kept on ice and lysates were resuspended 7 times by pipetting. Lysates were transferred into a 96 well plate (white bottom) with of reconstituted renilla luciferase (from Promega). Renilla luciferase activity was measured by plate reader (BMG Labtech, CLARIOstar). After measurement, lysates were stained against Beta-galactosidase and quantified with the same plate reader. Beta-galactosidase measurements were normalized for all conditions to the negative control. Then luciferase signal was normalized to the normalized Beta-galactosidase value for that condition.

### Co-immunoprecipitation

Co-immunoprecipitation (CoIP) was performed as previously described in ref. ^62^, with modifications. Three days post-infection, cells were scraped in ice-cold PBS and lysed in 800 µL of lysis buffer (50 mM Tris-HCl at pH 7.5, 150 mM NaCl, 1% NP-40, 0.1% sodium deoxycholate, 2× protease inhibitor tablet [Roche]) for 30 min on ice and cleared by centrifugation at 14,000 g for 10 min at 4 °C. 50 µL of lysates were saved for ‘Input’. For each pull-down, 2 µg of Flag M2 antibody (Sigma) was bound to 20 µL of washed Dynabeads Protein G (Invitrogen). Lysates were then added to antibody-coupled beads. Reactions were incubated on a rotating platform for 3 h at 4 °C, and then beads were washed five times with 1 mL of wash buffer (50 mM Tris-HCl at pH 7.5, 150 mM NaCl, 0.05% NP-40, 2× protease inhibitor tablet [Roche]). Immunoprecipitated proteins were eluted with 40 µL of elution buffer (36 µL of lysis buffer supplemented with 4 µL of 3× Flag peptide at 10 mg/mL [Sigma]) with shaking at 1000 RPM for 30 min at room temperature. Immunoblotting for Input and CoIP samples was performed as described earlier with the following antibody: Tead4 (Abcam, ab58310, dilution 1/1000), Klf5 (Proteintech, 21017-1-AP, dilution 1/1000), Myogenin (Santa Cruz Biotechnology, sc-12732, dilution 1/1000), Goat anti-Rabbit IgG (H + L)-HRP conjugate (Bio-Rad, 1706515, dilution 1/5000) and Goat anti-Mouse IgG (H + L)-HRP conjugate (Bio-Rad, 1706516, dilution 1/1000).

### Quantitative real-time PCR analysis

qPCR reactions were assembled using PowerTrack SYBR Green Master Mix (Applied Biosystems). Assays were performed using Applied Biosystems QuantStudio 5 Real-Time PCR System (Applied Biosystems). Expression values were normalized to 18 S mRNA. Sequences of oligonucleotides are provided in Supplementary Information.

### Histology

Hindlimbs were dissected out and submerged in 4% paraformaldehyde in PBS overnight at 4 °C, followed by PBS wash. Hindlimbs were then incubated overnight at 15% sucrose/PBS and 30% sucrose/PBS at 4 °C. Tissu were then embedded in O.C.T (Fisher) and sectioned at 10 µm with a cryostat (Leica CM1860). Immunostaining and RNAscope were performed as previously described in ref. ^63^. The following primary antibodies were used: Myh3 (Developmental Studies Hybridoma Bank, F1.652, concentration 1/200), Myh8 (Developmental Studies Hybridoma Bank N3.36, concentration 1/200), Myh7 (Developmental Studies Hybridoma Bank BA-F8, dilution 1/40). The following secondary antibody were used Alexa555 goat α-mouse IgG1 (ThermoFischer scientific, A-21127, dilution 1/1000), Alexa647 goat α-mouse IgM (ThermoFischer scientific, A-21238, dilution 1/1000).

### Immunoblotting

Western blot was performed as described for Co-immunoprecipitation with the following antibody: Maf (Abcam, ab77071, dilution 1/1000), Vinculin (Sigma-Aldrich, V9131, dilution 1/1000), Tead4 (Abcam, ab58310, dilution 1/1000), Klf5 (Proteintech, 21017-1-AP, dilution 1/1000), Myogenin (Santa Cruz Biotechnology, sc-12732, dilution 1/1000), Parvalbumin (Millipore Sigma, MAB1572, clone name: PARV-19, dilution 1/1000), Myoglobin (Santa Cruz Biotechnology, sc-7425, dilution 1/1000).

### Cell lines

C2C12 and HEK293T cell lines were obtained from American Type Culture Collection (CRL-1772, CRL-3216). All cell lines were authenticated by short tandem repeat analysis (STR) profiling and positively matched. Cell lines were controlled for mycoplasm contamination using the Universal Mycoplasma Detection Kit (ATCC) and were tested negative.

### Statistics & reproducibility

All values are given as mean ± SEM. Differences between two groups were assessed using unpaired two-tailed Student’s t-tests, and differences between multiple groups were assessed using one way Anova tests. *P* < 0.05 was regarded as significant. Statistical analysis was performed in Graphpad. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

SnRNA-seq, snATAC-seq and ChIP-seq data are available in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE211545. Antibodies used in the study are provided in Supplementary Table 1 and Oligonucleotides used for RT-qPCR experiments in the Supplementary Table 2. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Opposing gene regulatory programs governing myofiber development and maturation revealed at single nucleus resolution
**Source:** Nat Commun. 2023 Jul 19;14:4333. doi: 10.1038/s41467-023-40073-8

## **Supplementary Information**

### **Opposing gene regulatory programs governing myofiber development and maturation revealed at single nucleus resolution**

Matthieu Dos Santos et al.,

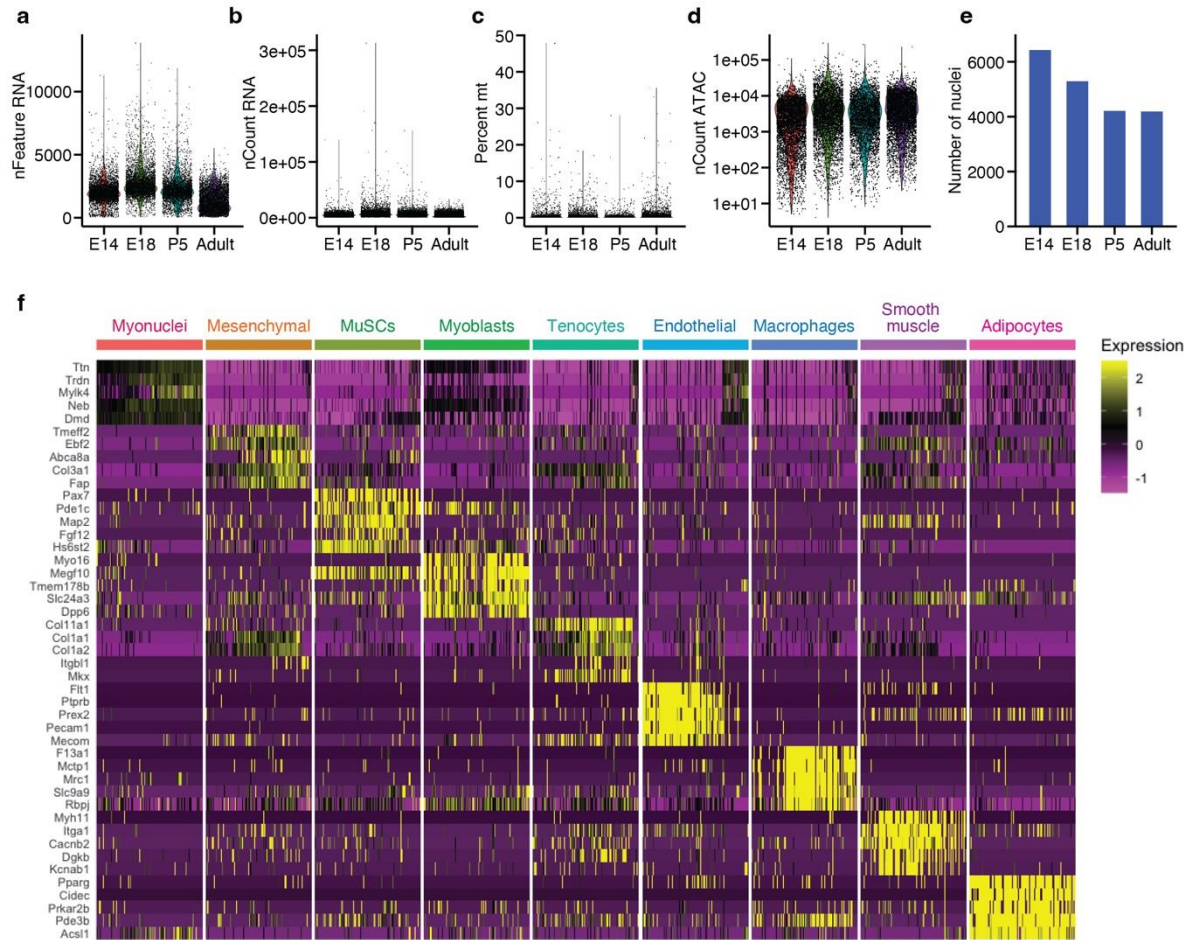

**Supplementary Fig. 1: Quality controls and identity of the nuclei populations from snRNA-seq and snATAC-seq experiments from Fig. 1.**

(a) Number of detected genes per nucleus in snRNA-seq for each sample. (b) Number of reads per nucleus in snRNA-seq for each sample. (c) Percentage of mitochondrial genes per nucleus in snRNA-seq for each sample. (d) Number of reads per nucleus in snATAC-seq for each sample. (e) Number of nuclei per sample after filtering nuclei that had nCount RNA between 25000 and 400, less than 10% mitochondrial counts, and nCount ATAC between 70000 and 400. (f) Heatmap of the five most expressed genes in each population of cells from snRNA-seq in Fig. 1b (upregulated in yellow and downregulated in violet). The values correspond to z-scores of normalized counts.

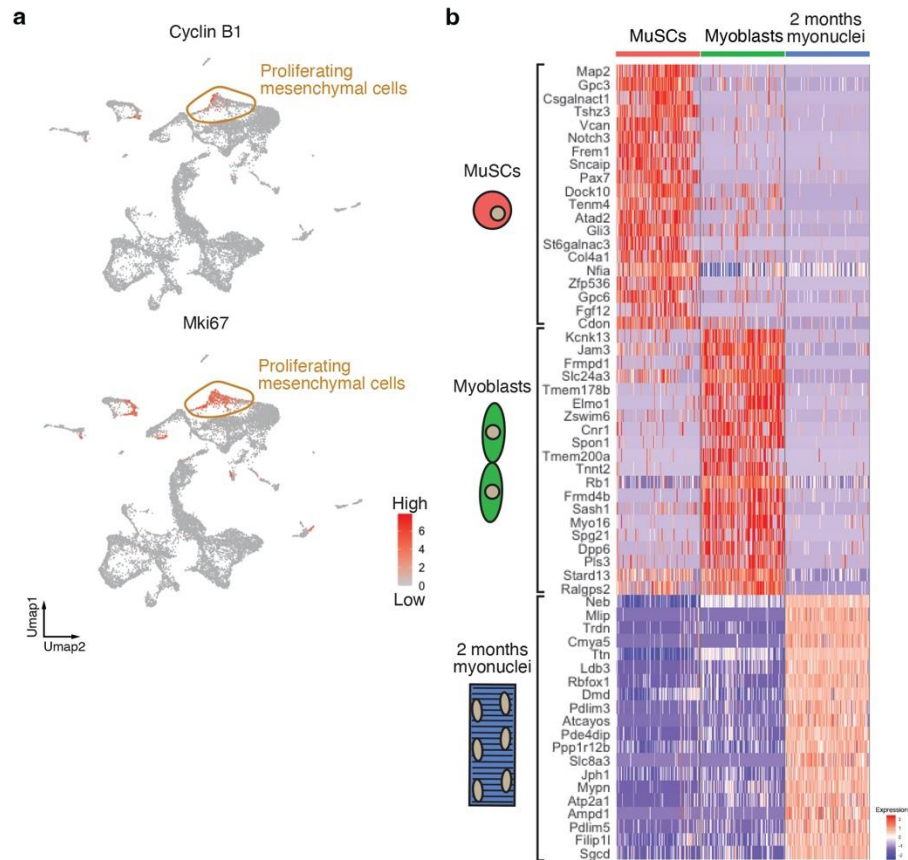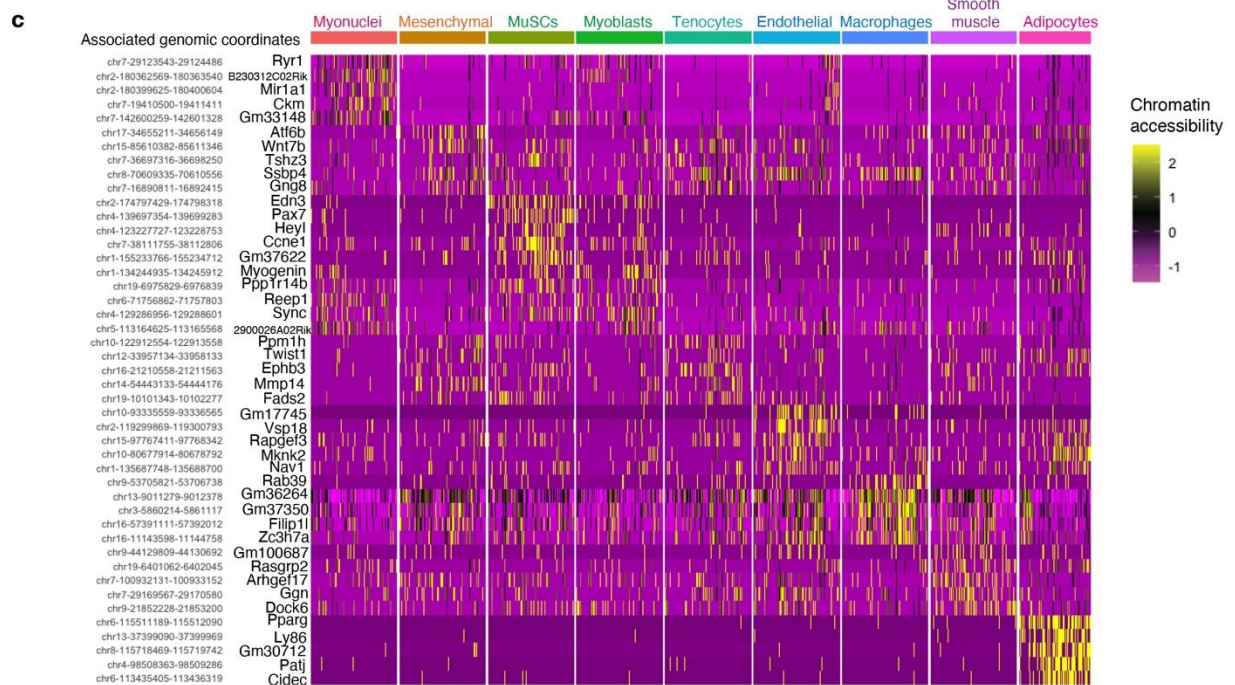

**Supplementary Fig. 2: Identification of genes and transcription factors regulating myogenesis, and identity of the nuclei populations from snATAC-seq.**

(a) The same UMAP visualization as in Fig. 1b, showing the expression of proliferative markers *Cyclin B1* and *Mki67* in proliferating mesenchymal cells. (b) Heatmap of the most differentially expressed genes in MuSCs compared to myoblasts and adult myonuclei (upregulated in red and downregulated in blue). The values correspond to z-scores of normalized counts. (c) Heatmap showing activities of the five top enriched open chromatin peaks and their associated genomic coordinates for each cell cluster from snATAC-seq.

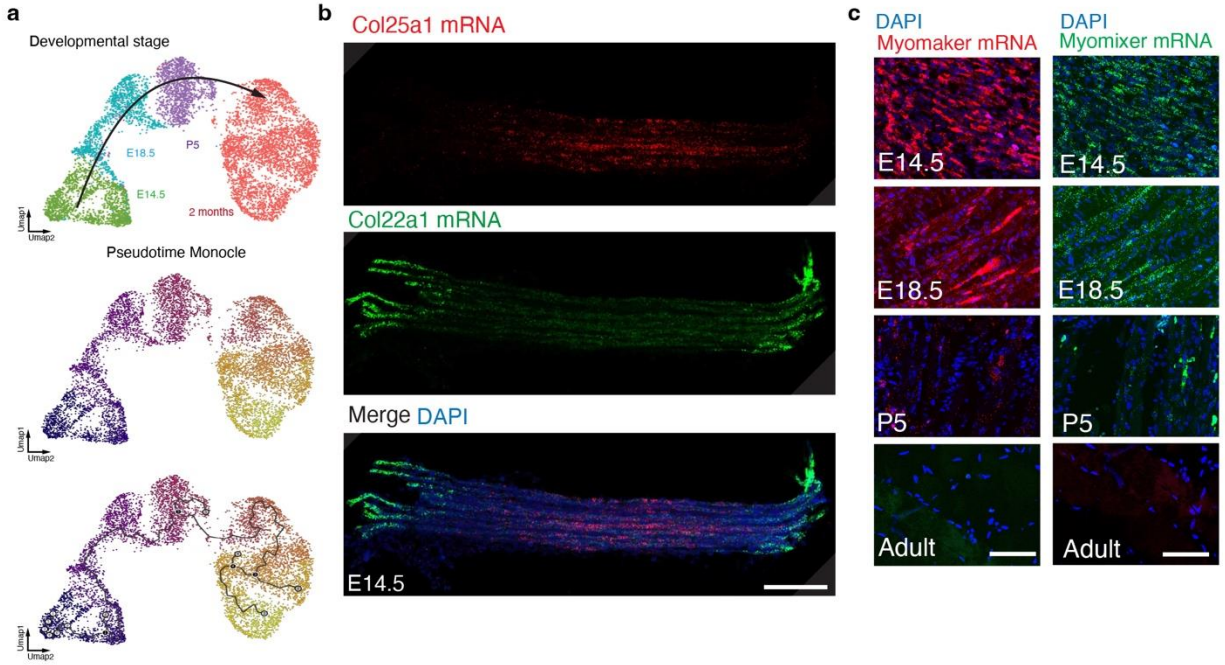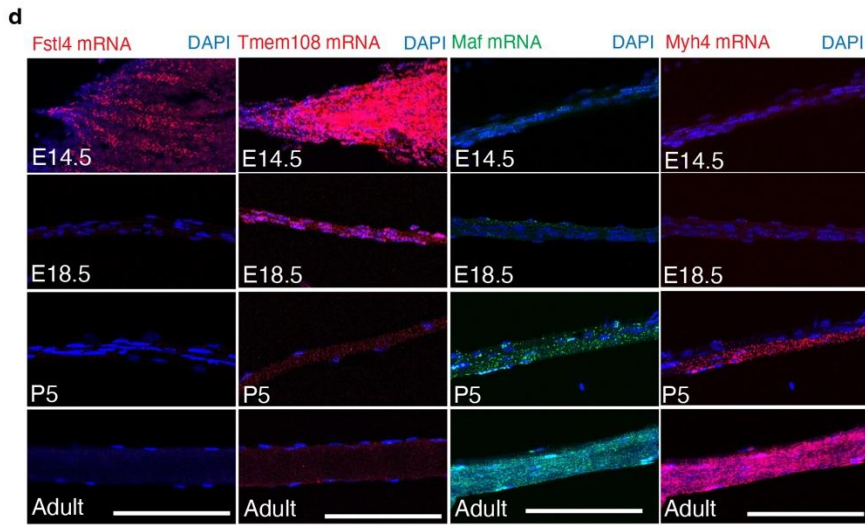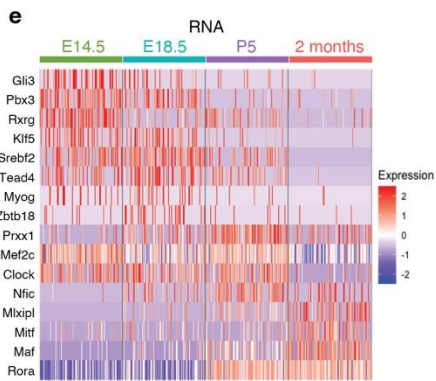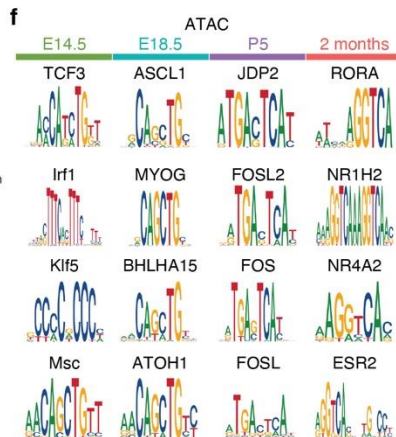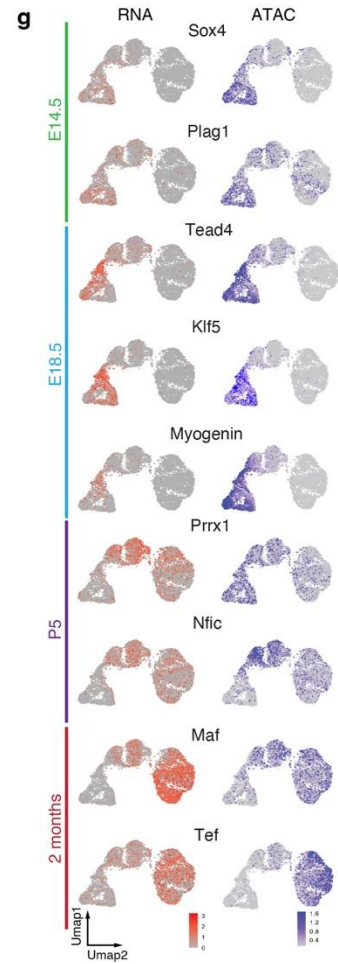

**Supplementary Fig. 3: Identification of transcription factors regulating myonuclei maturation.**

(a) The same UMAP visualization as in Fig. 2b, showing the pseudotime trajectory analysis of our data with Monocle software. (b) Single-molecule RNA-FISH (smRNA-FISH) experiments on isolated fibers from E14.5 hindlimb skeletal muscle to visualize *Col22a1* (green), and *Col25a1* (red) mRNAs (representative results from 3 independent experiments). Scale bar: 100µm. (c) SmRNA-FISH experiments on longitudinal muscle fibers sections from E14.5, E18.5, P5, and adult hindlimb skeletal muscle to visualize *Mymomaker* (red), and *Mymomixer* (green) mRNAs (representative results from 3 independent experiments). Scale bar: 100µm. (d) SmRNA-FISH experiments on isolated fibers from E14.5, E18.5, P5, and adult hindlimb skeletal muscle to visualize *Fstl4* (red), *Tmem108* (red), *Maf* (green), and *Myh4* (red) mRNAs (representative results from 3 independent experiments). Scale bar: 100µm. (e) Heatmap of the four most enriched TFs in embryonic, fetal, neonatal, and adult myonuclei from snRNA-seq (upregulated in red and downregulated in blue). The values correspond to z-scores of normalized counts. (f) Position weight matrix (PWM) motifs showing the enrichment of TF motifs in differential peaks in embryonic, fetal, neonatal, and adult myonuclei. (g) UMAPs depicting the expression and activity of the binding motif of Sox4 and Plag1 in embryonic myonuclei (E14.5), Tead4, Klf5 and Myogenin in fetal myonuclei (E18.5), Prrx1 and Nfic in neonatal myonuclei (P5), Maf and Tef in adult myonuclei (2 months).

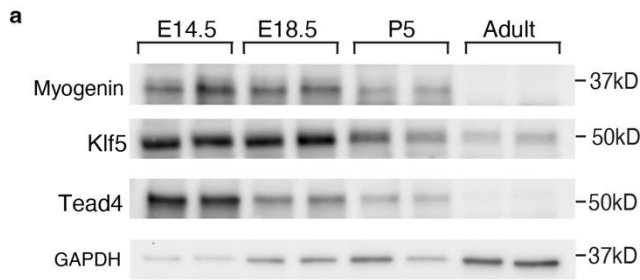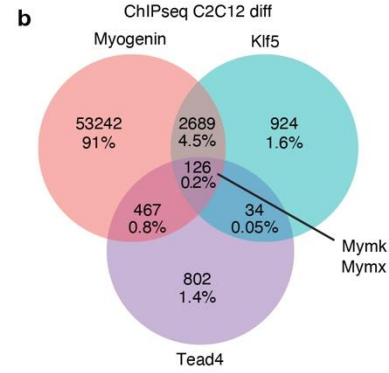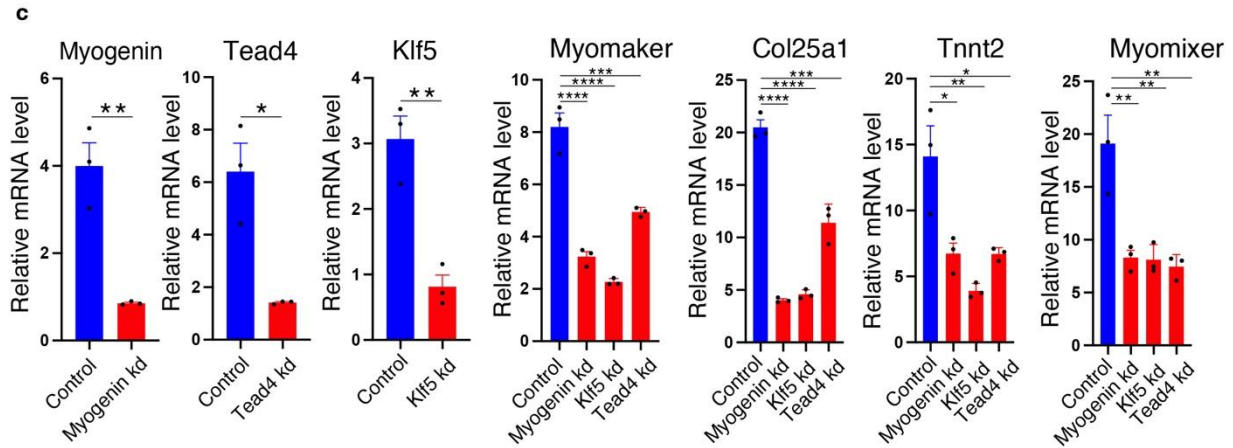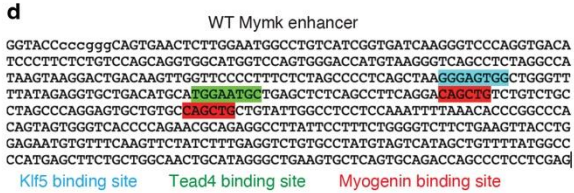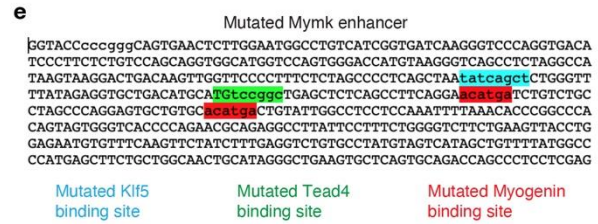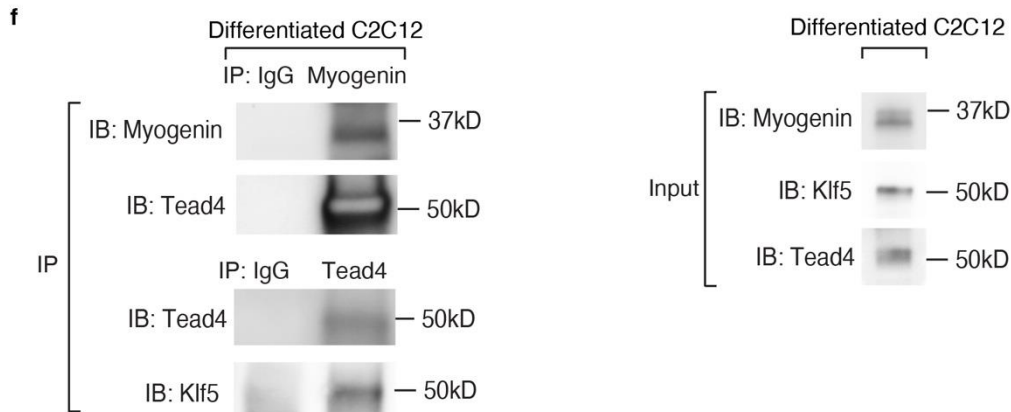

**Supplementary Fig. 4: Myogenin, Klf5, and Tead4 activate the expression of developmental muscle genes synergistically.**

(a) Western blot showing the expression of Myogenin, Klf5, and Tead4 proteins in embryonic (E14.5), fetal (E18.5), post-natal (P5), and adult WT hindlimb skeletal muscle (n=2). GAPDH is a loading control. (b) Venn diagram of the co-occupied peaks by Myogenin, Tead4, and Klf5 in ChIP-seq data from differentiated C2C12 myotubes. (c) Expression level by RT-qPCR of *Myogenin*, *Klf5*, *Tead4*, *Myomaker*, *Col25a1*, *Tnnt2*, and *Myomixer* in C2C12 infected with shRNA against a control scramble, or *Myogenin*, *Tead4*, and *Klf5* (n=3 independent experiments for each group). (d) DNA sequence of *Mymk* enhancer. Binding sites for Myogenin, Tead4, and Klf5 are indicated in red, green, and blue letters, respectively. (e) DNA sequence of mutant *Mymk* enhancer. Mutations in the 3 TF binding sites are indicated. (f) Western blot showing the Co-immunoprecipitation of endogenous Myogenin with Klf5 and endogenous Tead4 with Klf5 in C2C12 cells (representative results from 2 independent experiments). Numerical data are presented as mean  $\pm$  s.e.m. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001. For c, unpaired t test for *Myogenin*, *Klf5*, *Tead4*, and One-way ANOVA with adjusted P-value for *Myomaker*, *Col25a1*, *Tnnt2* and *Myomixer*.

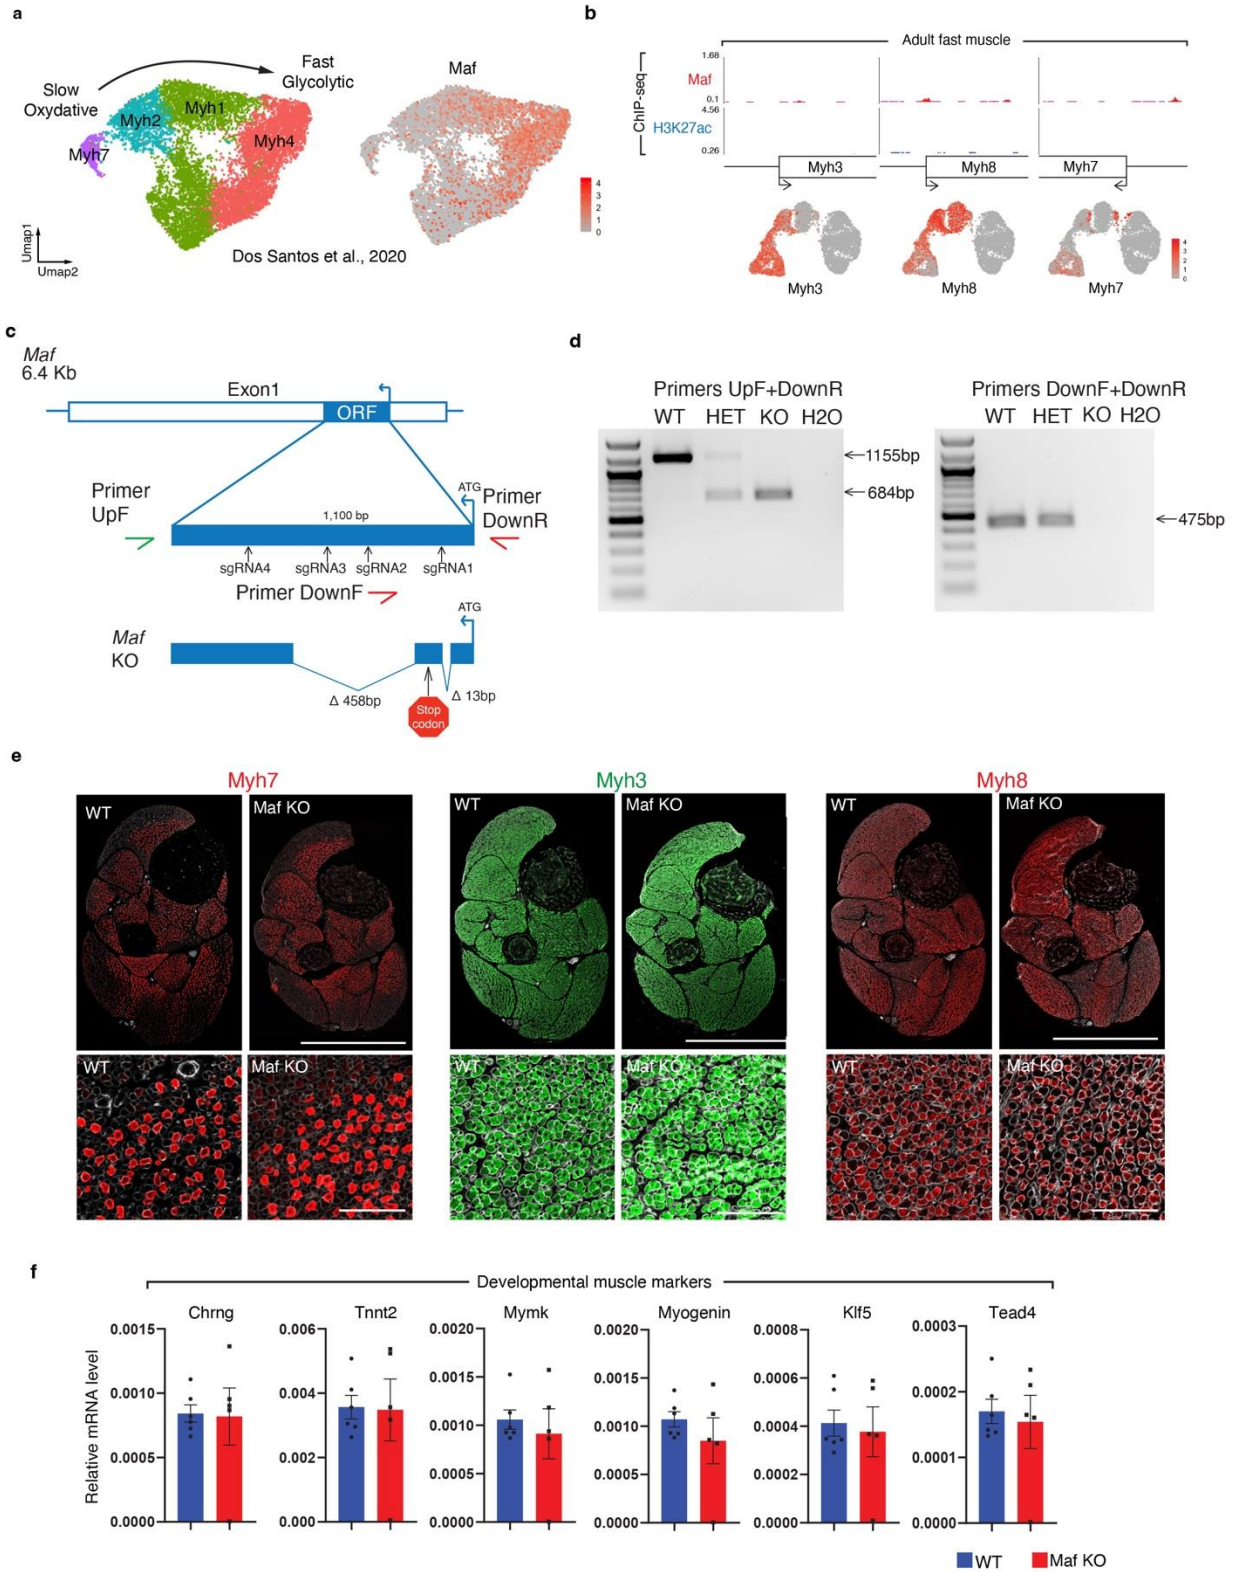

**Supplementary Fig. 5: Maf activates transcriptionally the maturation of myofibers.**

(a) UMAPs depicting Maf mRNA expression in adult fast and slow myonuclei (from Dos Santos et al., 2020). (b) ChIP-Seq tracks depicting the non-binding of Maf in the *Myh3*, *Myh8*, and *Myh7* locus. (c) The mouse *Maf* gene showing positions of sgRNAs (sgRNA1, sgRNA2, sgRNA3 and sgRNA4) used for CRISPR-Cas9 mediated knock out of *Maf*. ORF: Open reading frame. (d) Genotyping of mutant animals by PCR, using primers indicated in (c) (representative results from 3 independent experiments). (e) Immunostaining of whole hind limbs of E18.5 WT and Maf KO revealing Myh7 (red) Myh3 (green) and Myh8 (red) positive myofibers (representative results from 3 independent experiments). Scale bar on top images: 1mm. Scale bar on bottom images: 100µm (f) Expression level by RT-qPCR of the developmental genes *Chrng*, *Tnnt2*, *Mymk*, *Myogenin*, *Klf5* and, *Tead4* in WT and Maf KO hindlimb skeletal muscle. The developmental gene program is expressed similarly in control and Maf KO muscles (n=6 different animals for WT, and n=5 different animals for Maf KO). Numerical data are presented as mean  $\pm$  s.e.m.

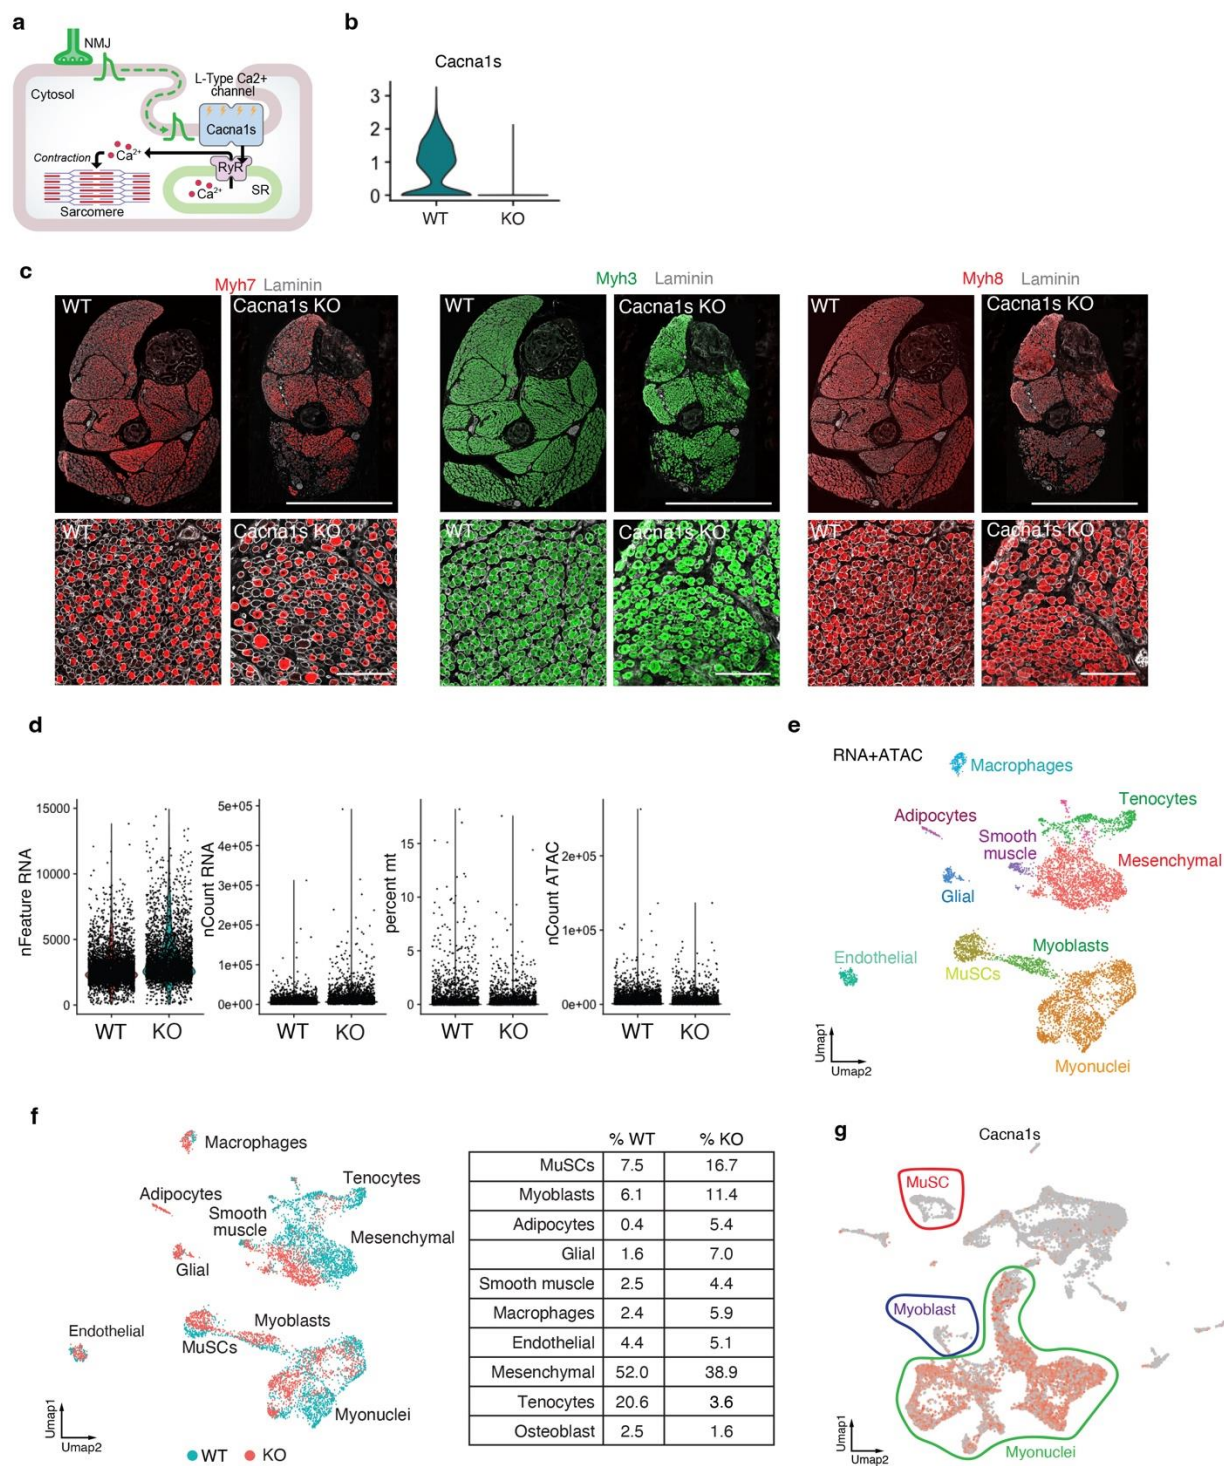

**Supplementary Fig. 6: Impairment of myofiber maturation in Cacna1s KO mice and gene expression analysis.**

(a) Diagram of the excitation-contraction coupling mechanism in skeletal muscle. CACNA1s is a subunit of the L-type calcium channel complex. (b) Expression level of Cacna1s in WT and Cacna1s KO muscles by snRNA-seq. (c) Immunostaining of whole hind limbs of E18.5 WT and Cacna1s KO revealing Myh7 (red) Myh3 (green) and Myh8 (red) positive myofibers (representative results from 3 independent experiments). Scale bar on top images: 1mm. Scale bar on bottom images: 100µm (d) Number of reads and genes detected in snRNA-seq, mitochondrial genes, reads in snATAC-seq for WT and Cacna1s KO E18.5 hindlimb muscles. (e) UMAP visualization of the nuclei from WT and Cacna1s KO muscles from the integrative analysis of snRNA-seq and snATAC-seq data by WNN. (f) The same UMAP visualization as in d, showing the genotype of each nucleus. On the right: percentage of non-myonuclei in each cluster in WT and Cacna1s KO muscles. (g) The same UMAP visualization as in Fig. 1b, showing the expression of Cacna1s mRNA during myogenesis.

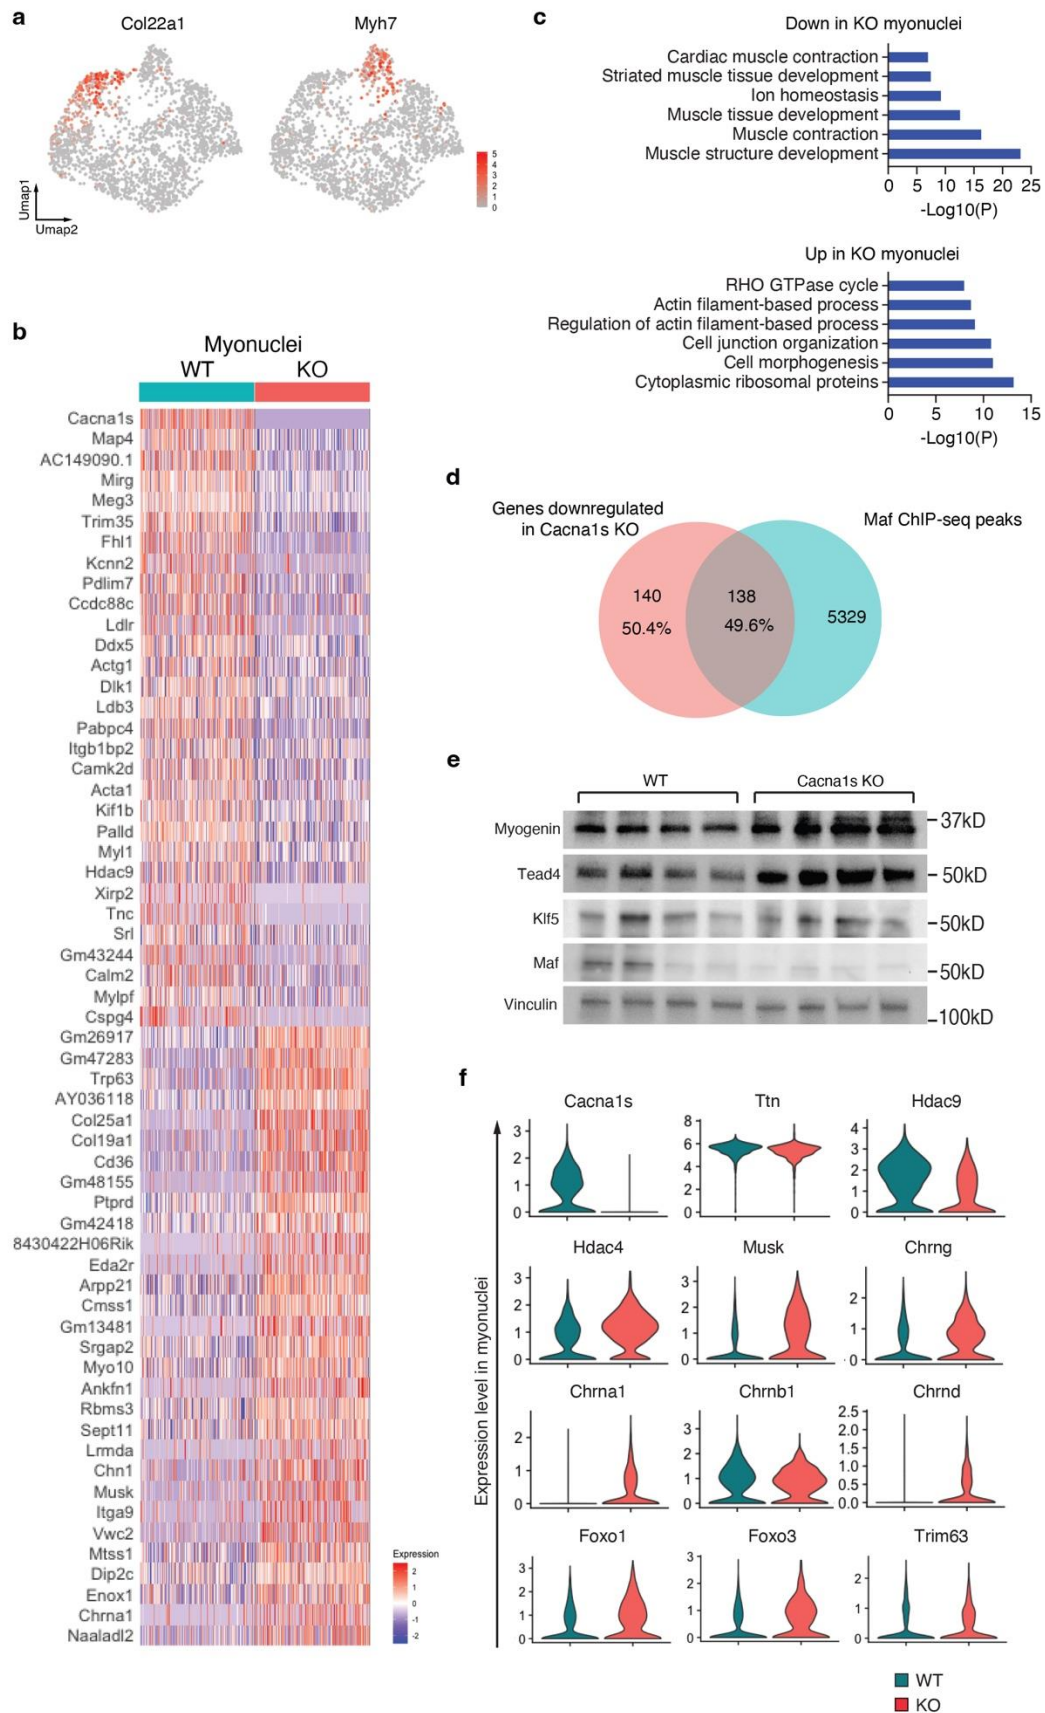

**Supplementary Fig. 7: The absence of the L-type Ca<sup>2+</sup> channel (Cacna1s KO) led to a suppression of Maf gene expression and myofiber maturation.**

(a) The same UMAP visualization as in Fig. 6d, showing the expression of *Col22a1* and *Myh7*. (b) Heatmap of the differentially expressed genes in WT and Cacna1s KO myonuclei (upregulated in red and downregulated in blue). The values correspond to z-scores of normalized counts. (c) Top GO terms enriched in the DEGs in WT and Cacna1s KO myonuclei. (d) Venn diagram representing the overlap of downregulated genes in Cacna1s KO myonuclei that contain Maf ChIP-seq peaks. (e) Western blot showing the expression of Myogenin, Klf5, Tead4, and Maf in WT and Cacna1s KO E18.5 hindlimb skeletal muscle (n=4) (representative results from 2 independent experiments). Vinculin is a loading control. (f) Violin plots showing expression level of several genes in WT and Cacna1s KO myonuclei.

For immunostaining

| Target  | Species     | Antibody reference | Supplier | dilution |
|---------|-------------|--------------------|----------|----------|
| Myh7    | mouse IgG2B | BA-F8              | DHSB     | : 1/40   |
| Myh2    | mouse IgG1  | SC-71              | DHSB     | : 1/200  |
| Myh4    | mouse IgM   | BF-F3              | DHSB     | : 1/200  |
| Myh3    | mouse IgG1  | BF-45              | DHSB     | : 1/200  |
| Myh8    | mouse IgM   | N3-36              | DHSB     | : 1/200  |
| Laminin | Rabbit      | L9393              | Sigma    | : 1/500  |

For Western Blot

| Target      | Species     | Antibody reference | Supplier                 | dilution |
|-------------|-------------|--------------------|--------------------------|----------|
| Maf         | Rabbit      | ab77071            | Abcam                    | : 1/1000 |
| Vinculin    | Mouse       | V9131              | Sigma-Aldrich            | : 1/1000 |
| Tead4       | mouse IgG2a | ab58310            | Abcam                    | : 1/1000 |
| Klf5        | Rabbit      | 21017-1-AP         | Proteintech              | : 1/1000 |
| Myogenin    | mouse IgG1  | sc-12732           | Santa Cruz Biotechnology | : 1/1000 |
| Parvalbumin | mouse IgG1  | MAB1572            | Millipore Sigma          | : 1/1000 |
| Myoglobin   | mouse IgG1  | sc-74525           | Santa Cruz Biotechnology | : 1/1000 |
| GAPDH       | mouse IgG1  | MA5-15738          | Thermo Fisher Scientific | : 1/1000 |

**Supplementary Table 1: Antibodies used for immunostaining and Western-Blot**

| Target   | Forward                | reverse                |
|----------|------------------------|------------------------|
| Maf      | CAAGGAGAAATACGAGAAGC   | TCACATGAAAAATTCGGGAG   |
| Myh4     | GCTTGAAAACGAGGTGGAAA   | CCTCCTCAGCCTGTCTCTTG   |
| Actn3    | TGCCAAGCCATCTGTGACCAGT | GGTCAATGGTCTCCAGGAGCTT |
| Mybpc2   | GCAGCTTTGTGATCGAGAGTGC | GTCTTCTCCAACGAGGTGACAC |
| Ckm      | GGCTTCACTCTGGACGTCA    | CCTGAAGACCGTGTAGGACTC  |
| Atp2a1   | GAAGCCTCTCTAAAGTGGAGCG | CGTGAGGACTTAGCTGGTGAAC |
| Chrng    | CTTGTGGCTAAGAAGGTGCCTG | GCAAGGACACATTGAGCACGAC |
| Tnnt2    | GCTACAGACTCTGATCGAGGCT | GCTCATTGCGAATACGCTGCTG |
| Mymk     | CAGTGAGCATCGCTACCAAGAG | GAATGTCACGGCGCATGAAGCA |
| Myogenin | CCATCCAGTACATTGAGCGCCT | CTGTGGGAGTTGCATTCACTGG |
| Klf5     | AGCTCACCTGAGGACTCATACG | AGAAGCTGCGTTGGCACACCAT |
| Tead4    | GCTCTGGATGTTGGAGTTCTCG | TTGGGCTTGACTGGCTGATGTG |

**Supplementary Table 2: Oligonucleotide primers used for RT-qPCR experiments**

| Target   | Target Sequence       | Reference      | Supplier |
|----------|-----------------------|----------------|----------|
| Tead4    | GCTGAAACACTTACCCGAGAA | TRCN0000302368 | Sigma    |
| Klf5     | TCCGATAATTCAGAGCATAA  | TRCN0000055285 | Sigma    |
| Myogenin | GAATTTAGCTGACTCCTTAA  | TRCN0000434954 | Sigma    |

**Supplementary Table 3: ShRNA used for knock-down experiments**

Supplementary figures, uncropped blots

2/17/22

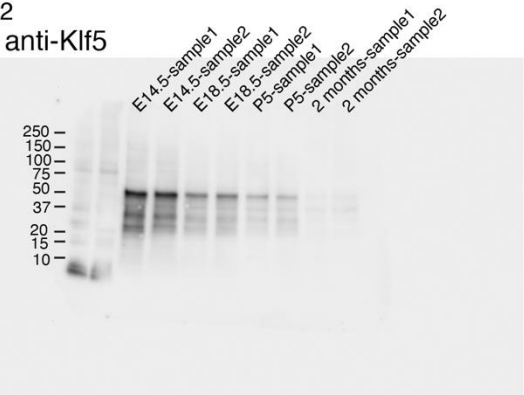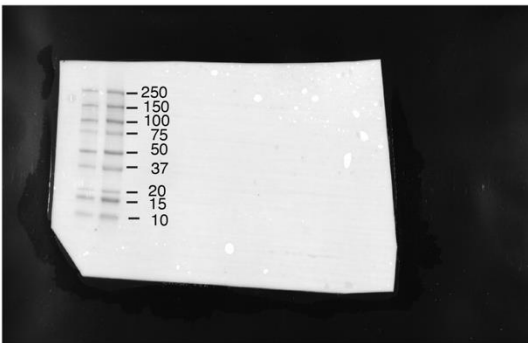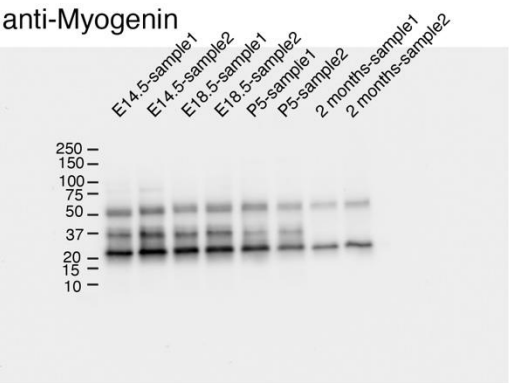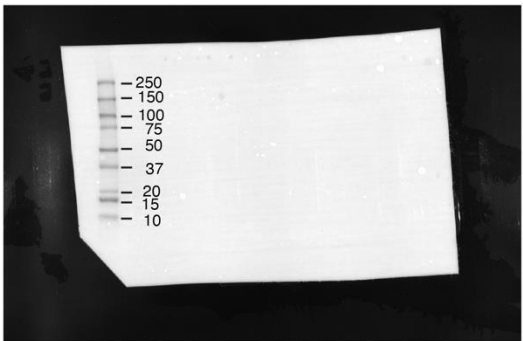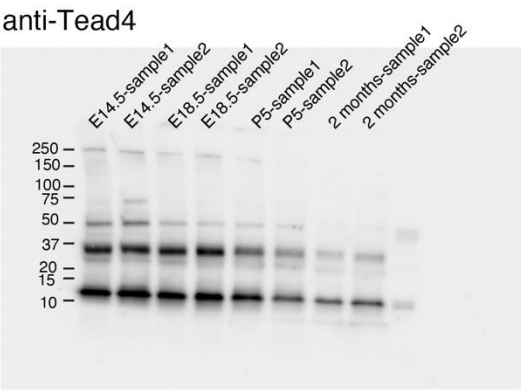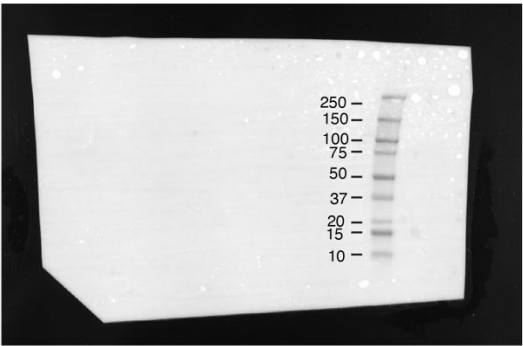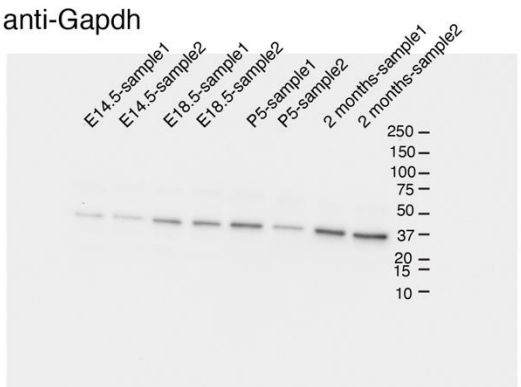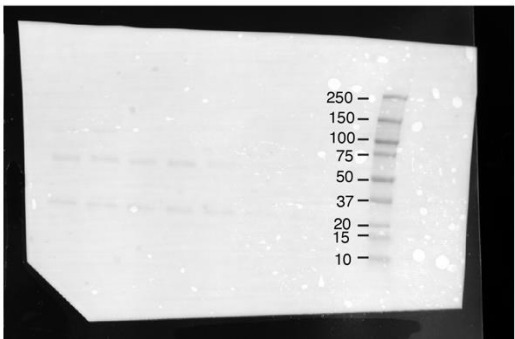

Supplementary figure 4f, uncropped blots

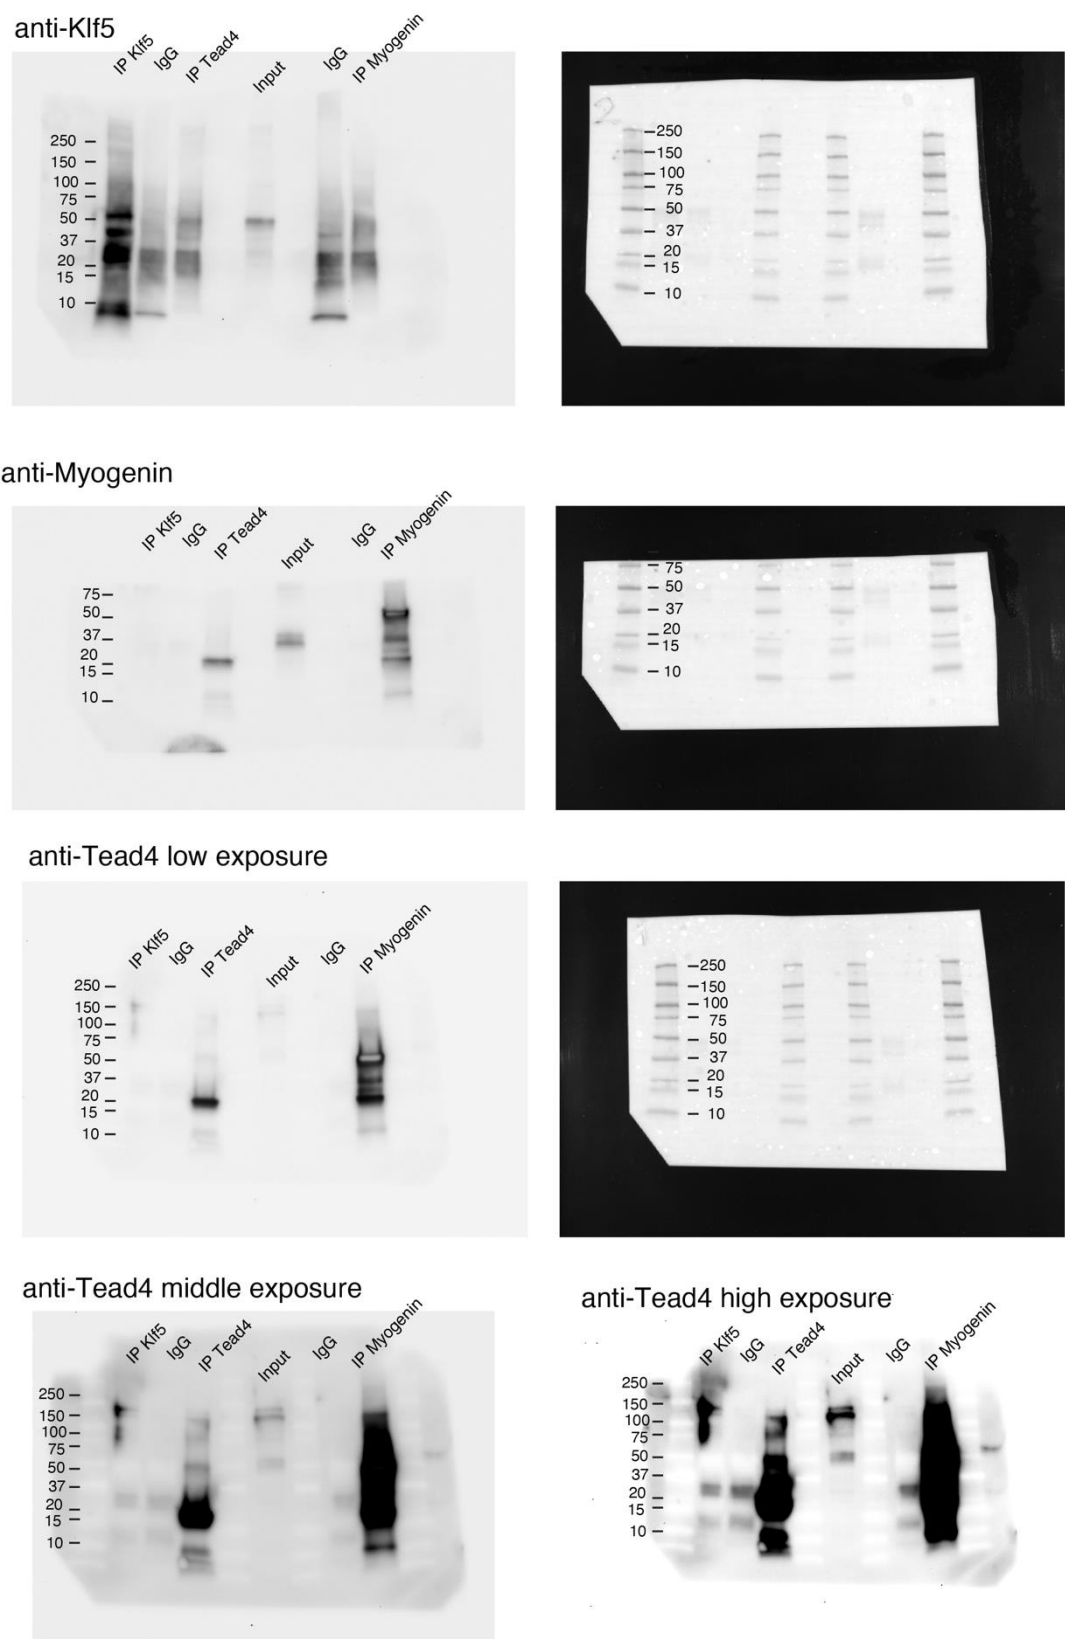

Supplementary figure 4f, uncropped blots

4/05/23

anti-Klf5

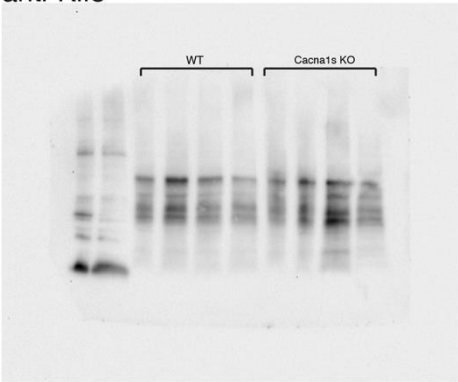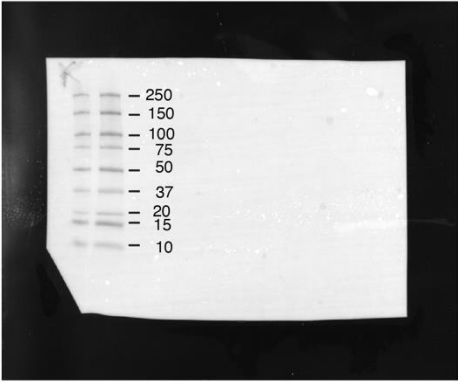

anti-Maf

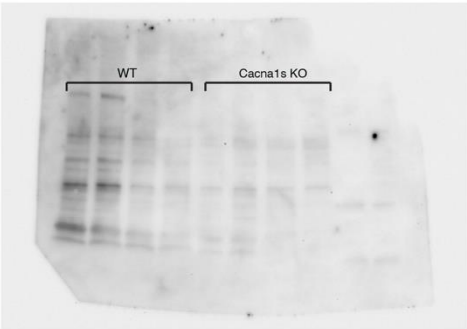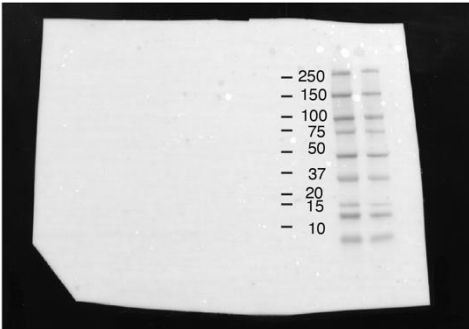

anti-Tead4

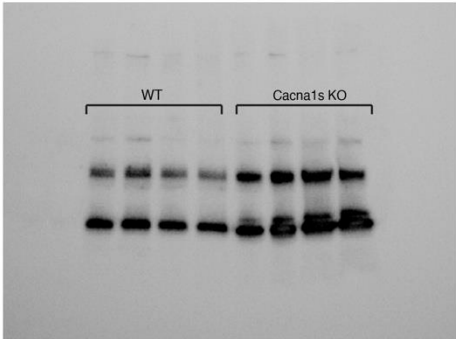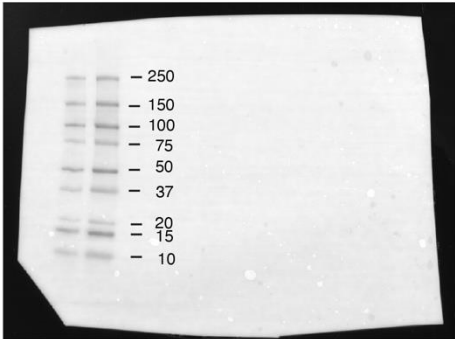

anti-Vinculin

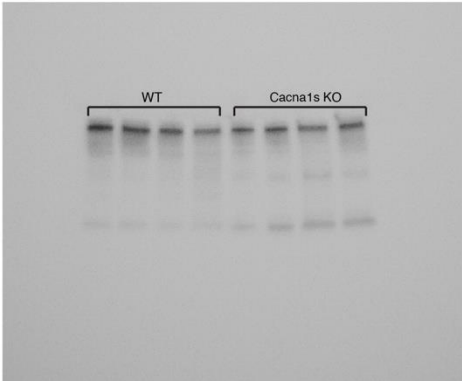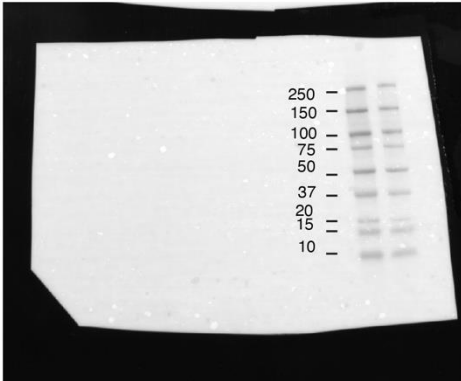

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

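ChIP-seq for Maf and H3K27ac was made from gastrocnemius and quadriceps nuclei of wild-type mice aged 2 months, with 2 samples per target and 2 inputs. The paper states that the sheared chromatin was evenly split between the Maf and H3K27ac immunoprecipitations. It does not state that equal replicate numbers mark shared chromatin, so the numbers were not used as pairs in the main results, and an analysis with the replicate number as a block was made as an alternative.

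The authors trimmed the reads with Trim Galore 0.6.4 and aligned them with Bowtie2 (2.3.4.3 in the paper, 2.3.2 in the submitters' processing notes). The paper's methods name Star 2.7.3a beside Bowtie2. The notes also name Picard 2.10.3 and bcl2fastq 2.17. The peaks were called by the authors in each sample. The paper's results give a false discovery rate for the number of peaks, and whether it holds for each list is not stated there. The settings of the caller, the use of the input and the way in which replicates were combined are not stated in the paper's text. The deposited lists have 6 columns, and their score column is 1 for every peak. The planned analyses by score therefore used the order of the list instead. Within chromosomes, the order followed the number in the peak name with a median Spearman rho of 0.943 for Maf replicate 1 and 0.983 for replicate 2. For H3K27ac this rho was lower, at 0.423 and 0.432, and the order went with the length of the region (rho of -0.929 and -0.936), so the order of these lists is less certain. The lists do not state that they are sorted by strength, and all statements on position depend on this reading. Read depth is not given by the lists, and intervals cover counting error over peaks or genes only.

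From the lists on, the replicates of a target were merged, with overlapping or touching intervals joined. Positions lay within the chromosome lengths of GRCm38, and the GENCODE annotation of that build gave 41438 transcript starts of 21827 protein-coding gene names on 19 autosomes, X and Y. Overlap needed 1 shared base. Chance overlap came from 1000 random placements of the peaks on the same chromosome, with the same width and outside assembly gaps. The placements were not limited to accessible chromatin, so they do not test a preference within it. A promoter was taken as 1 kb to either side of a transcript start. For 26 gene lists, genes with a Maf peak within 10 kb were compared with all other protein-coding genes by Fisher's exact test. The lists hold 523 entries, of which 522 matched a gene name.

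Motifs were searched on both strands in 200 bp around the peak centre and in equal windows 1 kb to either side, and compared by an exact McNemar test in which the larger p of both sides was kept. The 23 motifs and the same motifs read backwards gave 46 tests under Benjamini-Hochberg adjustment. Of the motifs read backwards, 2 were higher and 2 lower than beside the peaks. TGCTGAC read backwards contains CG, which is rare in mammalian DNA, and the Sp1 box reads nearly the same in both directions, so these are weak controls. The de novo motif search and the Gene Ontology analysis of the paper were not repeated.

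The named genes are those the paper names in its sentences on these data, the genes nearest to the first 15 peaks of each Maf list, those nearest to the 15 highest peaks of replicate 2 among the peaks called in both Maf lists, and in each gene list the up to 4 members whose peak stands highest. This rule, the gene lists, the motifs, the tests and most alternatives were fixed before the data were examined. The overlap with H3K27ac, the gene list test, the motif test and the difference in list percentile were tested on simulated data, and the other procedures were not. An overlap of 40% planted in 5485 peaks was recovered as 40.5%, and TGCTGAC planted in 20% of 3000 sequences as 20.0%. Simulated lists of 25 genes with 3 times the rate had an unadjusted p under 0.05 (Fisher's exact test) in 82.5% of draws. For those with the same rate it was 3%. The gene lists in the results were called by the adjusted p, which is stricter, so 82.5% overstates how often such a list would pass there. A list that did not pass can therefore still differ from other genes. A difference in mean list percentile planted as -10 was recovered as -7.90, and a difference planted as 0 as -0.922. The spread of such recoveries is not given, so whether differences are understated in general cannot be told. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and matplotlib 3.10.9 for figures. The input samples were not used here, nor were the single-nucleus data of the study. The result for 1 motif site in a peak is not reported here.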

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

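The test of where the replicate 1 peaks stand in the replicate 2 list, the test of the unmarked peaks in the last 546 peaks of that list, the test of TGCTGA in the peaks found only in replicate 1, and the probability at Myog from the rates of both gene groups, were chosen after related results had been seen.

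The share of Maf peaks with H3K27ac falls along the replicate 2 list. A candidate explanation is that later peaks are less specific, but TGCTGAC was still in 8.81% (6.57 to 11.5) of the last 546 peaks against 2.75% beside these peaks, and in 6.81% (4.46 to 9.89) of the unmarked among them against 2.72%. These values argue against background calls throughout, while a growing part of such calls stays open, since the TGCTGAC share was 41.0% in the first 547 peaks. A concentration of promoters at the top does not account for the fall, as peaks away from promoters went from 94.2% to 28.7% marked. Binding of Maf to its sequence in chromatin without H3K27ac remains possible as a hypothesis, with TGCTGAC in 14.5% of all unmarked peaks against 2.84% beside them.

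Replicate 1 has far fewer Maf peaks than replicate 2. The peaks called in both had a median percentile of 5.05 in the replicate 2 list, and 43 of 55 were in the first 10% of it (permutation test with 10000 random draws, one-sided p = 0.0001, the smallest they can give), which is consistent with replicate 1 holding the stronger sites of replicate 2. Whether the 19 peaks found only in replicate 1 are background cannot be told apart from weak binding by TGCTGAC, which was in 1 of them (5.26%, 0.133 to 26.0), because they are too few. The shorter TGCTGA was in 7 of them (36.8%, 16.3 to 61.6), against 5.26% beside these peaks and 14.0% beside all Maf peaks, which goes against background calls throughout, although the exact McNemar test did not pass (p = 0.0703). By the replicate 1 intervals, H3K27ac was at 1 of these 19 peaks and at 48 of the 55 shared ones. The setting with only peaks called in both replicates gave 49 of 55. For the 19 peaks the share was 5.26% (0.133 to 26.0), and random placement of all replicate 1 peaks gave 5.26%. The mark at these 19 peaks was therefore not above random placement, unlike TGCTGA against its flanks, and the question stays open. Read depth and antibody yield of the samples were not tested, and no biological explanation was tested.

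At the Myog transcript start, a gene that the paper places among developmental regulators, a Maf peak stood at position 1485. At the rate of 7.85% among genes with H3K27ac at the promoter, at least 1 of the 11 developmental genes would have a peak with a probability of 0.593. With the 4 genes that have H3K27ac there at this rate and the others at 0.308%, the rate in genes without it, the probability is 0.294. A single gene with a peak could not have failed this test at such rates, so the general rate at active promoters cannot be told apart from a peak particular to Myog. Its central 200 bp held 0 TGCTGAC sites and no TGCTGA. The promoter peaks of Myh4 and Mybpc2 also hold neither, so the absence argues against such a site as the reason for the Myog peak but does not set it apart from them. No other explanation was tested.

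No explanation was weighed for the remaining values. A peak called in both Maf replicates lies 31075 bp upstream of Myh2. A Maf peak within 10 kb was found for 69.0% of the genes of the glycolysis and creatine kinase list. For the circadian and PAR bZIP genes it was 47.4% and for the housekeeping genes 32.1%. Each share was above that in other genes. The housekeeping call ended against genes with H3K27ac at the promoter, within 1 kb and by nearest gene (Fisher's exact test, adjusted p = 0.160, 0.0963 and 0.517). Motifs above the windows beside the peaks, above shuffled sequence and also away from promoters were AP-1 in 9.90% of peaks, the full Maf recognition element in 0.182% (10 peaks), the Nrf2/Bach element in 6.42%, the glucocorticoid receptor element in 0.893% and CTCF in 1.62%. The Nrf2/Bach element read backwards was also above its flanks, at 1.90% against 1.18%.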

How the results depend on the processing

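The alternatives that use the order of the list or the number in the peak name were chosen after seeing the data. They took the place of alternatives by the authors' score or another score column, which were not run because the lists hold no score. Of 577 alternative values, 90 of summary results and 391 of single lists or motifs kept their direction and their side of the threshold, or their size. Of the summary results 28 values moved and 7 were weaker, and of single lists or motifs 32 were weaker, 17 stronger and 12 reversed. The reversed values are those of calcium handling, circadian, glycolysis, housekeeping and myogenic genes without Maf replicate 2 and with only the peaks called in both, and those of Nrf1 and the NF1 half-site. For the gene lists the label stands for a count of 0 where only 25 protein-coding genes have a peak within 10 kb (0.115% of the genes outside a list, Fisher's exact test, adjusted p = 1), so these rows do not show a change of direction. The cause of the changes was not tested. Read depth is unknown, so a missing peak does not show missing binding.

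Leaving out a Maf replicate gave 74 to 5467 peaks, an H3K27ac share of 66.2% to 69.4%, 0 to 5 mature and 0 to 1 developmental genes with a peak, a difference between these gene groups of 0 to 90.9 percentage points, and 0 to 6 gene lists. It gave Mef2 sequences in 5.69% to 9.46% of peaks, CAGCTG in 19.5% to 23.0%, and 0 to 8 other motifs. The share of genes with a peak ranged from 0 to 50% for calcium handling, to 47.4% for circadian, to 69.0% for glycolysis, to 32.1% for housekeeping and to 29.2% for myogenic genes, at 0 without replicate 2. Leaving out an H3K27ac replicate gave a share of 66.1% to 66.3%. With only the 55 peaks called in both Maf replicates, the H3K27ac share was 89.1%, the mature and developmental genes with a peak were 0 and 0, their difference 0, the gene lists 0, with 0 genes in each of the same lists, and the other motifs 0. The Mef2 sequence was then in 9.09% of peaks and CAGCTG in 27.3%, neither past the test.

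For the share of Maf peaks with H3K27ac, bases covered in both H3K27ac replicates gave 63.3%, peaks with at least as many covered as uncovered bases 67.7%, and a distance of up to 500 bp 70.8%. With each Maf list divided in the middle, the upper part, 2736 peaks, gave 88.3%, and the upper part of the H3K27ac lists gave 56.8%. With the replicate number as a block, in which each Maf list is set only against the H3K27ac list of the same number, the share was 66.3%, and the call against chance did not change. Of replicate 2 Maf peaks, 1.01% were found in replicate 1, and the upper part of replicate 1 was found in the upper part of replicate 2 at 91.9%. For H3K27ac the share of replicate 2 found in replicate 1 was 80.2%, with the same rule on covered bases 77.2%, and for the upper parts 94.9%. Within 50 kb, 10 gene lists passed. CANNTG was in 66.7% of peaks, not past the test. The median percentile of the mature promoters was 3.54 by the number in the peak name. The Nrf1 motif was in 0.0664% of peaks away from promoters against 0.0774% of the windows beside them (exact McNemar test, adjusted p = 1), and the NF1 half-site in 14.7% of peaks against 15.3% of shuffled sequences (exact McNemar test, adjusted p = 0.649), so neither passed the test in the opposite direction.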

Differences from the paper's values

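No test in this part was chosen after the result was seen. The paper's number of Maf peaks is 5456, and merging the lists here gave 5486, which lies within 1.5 times of it. No setting run gave 5456 exactly, and the replicate 2 list alone gave 5467. The number of Maf peaks with H3K27ac was 3793, the same as the paper's. Without Maf replicate 2, or with only the peaks called in both replicates, the counts were far below the paper's (74 and 55 peaks, 49 with H3K27ac in each case), and in the other alternatives set before the data were examined they lay within 1.5 times of it. The paper states a false discovery rate for its count, and no threshold was applied to the lists here.

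Of the set of 11 developmental genes, all but 1 of the 11 had no Maf peak within 1 kb of a transcript start, Myh3, Myh8 and Myh7 of Supplementary Fig. 5b among them. The paper states that developmental muscle genes lack Maf peaks, while a replicate 2 peak lies at the Myog start and another inside the Mymk window of Fig. 3c, 3359 bp upstream. Outside the set of 11, Etv5, which the paper names for the embryonic stage, has a peak 115 bp from a transcript start at position 238, and 2 of 25 genes of the developmental muscle list have one within 1 kb. The paper places the Mybpc2 promoter among the loci with the strongest binding. The promoter peaks of Atp2a1, Actn3, Ckm and Myh4 are at positions 13, 61, 107 and 271. The Mybpc2 promoter peak is at position 822 of the replicate 2 list, and one in an intron of Mybpc2, which is inside the window of Fig. 4g and counted within 2.5 kb of the start, is at position 108.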

Other observations

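The comparisons of gene lists with each other, of motifs between marked and unmarked peaks, and of AP-1 sites in peaks without TGCTGA were chosen after the data had been seen. Genes of the antioxidant and Nrf2 response near Maf peaks were led by Srxn1, whose peak spans its start at position 116, Hmox1, Prdx1 and Nfe2l1, and 6 of 23 had a peak within 10 kb (Fisher's exact test, adjusted p = 0.0923, and 0.0198 within 1 kb). Among atrophy genes, 5 of 22 had one (exact test, adjusted p = 0.194, and 0.0198 within 1 kb), with Fkbp5, a target of glucocorticoids, at position 34, and Mstn, which encodes myostatin, at position 1788. Of the neuromuscular junction and denervation genes, 6 of 24 had one (exact test, adjusted p = 0.0986, and 0.00465 within 50 kb), led by Etv5 and Gadd45a. Oxidative metabolism was led by Ucp3 at position 177. Atrophy genes also passed within 50 kb and by nearest gene (exact test, adjusted p = 0.0404 and 0.00204). Antioxidant genes passed by nearest gene but not within 50 kb (exact test, adjusted p = 0.0352 and 0.115). Junction genes did not pass within 1 kb or by nearest gene (exact test, adjusted p = 0.0742 and 0.300). Against genes with H3K27ac at the promoter, these lists did not pass within 10 kb (exact test, adjusted p = 0.716, 0.452 and 0.452). These calls therefore depend on the distance or rule chosen.

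Genes of the glycolysis and creatine kinase list were near a Maf peak within 10 kb more often than genes of oxidative metabolism. The counts were 20 of 29 against 6 of 29 (Fisher's exact test, two-sided, adjusted p = 0.00144 over 3 pairs of lists). The counts were 23 against 19 within 50 kb, 7 against 2 within 1 kb and 20 against 12 by nearest gene, without a test between the lists. Within 10 kb, fast sarcomere genes were so more often than slow fiber genes (18 of 31 against 2 of 18, exact test, adjusted p = 0.00218) and developmental muscle genes (4 of 25, exact test, adjusted p = 0.00218). All 29 oxidative genes had H3K27ac within 1 kb of a transcript start, as did all 29 genes of the glycolysis and creatine kinase list. It was at 31 of 31 fast sarcomere genes but at 12 of 18 slow fiber and 16 of 25 developmental muscle genes, an imbalance that goes with the difference in Maf peaks. Among genes with H3K27ac the counts near a Maf peak were 18 of 31, 2 of 12 and 3 of 16, without a test between the lists. H3K27ac was also at the promoters of 20 of 20 endothelial genes (Fisher's exact test against other genes, adjusted p = 8.85e-05), while it was at 1 of 22 liver genes (exact test, adjusted p = 1.7e-06) and 2 of 20 neuronal genes (exact test, adjusted p = 3.2e-05).

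CTCF sites were in 3.01% of Maf peaks without H3K27ac and in 1.00% of those with it (Fisher's exact test, two-sided, adjusted p = 1.77e-06). AP-1 sites were in 6.95% of peaks without TGCTGA against 3.46% beside them (exact McNemar test, p = 6e-08). Peaks with TGCTGA are not compared with these, since the full Maf site holds an AP-1 site that overlaps TGCTGA. Of 49 peaks with a glucocorticoid receptor element, 43 had H3K27ac (element in marked against unmarked peaks, Fisher's exact test, adjusted p = 0.0116). The CTCF and glucocorticoid comparisons were not matched for list position. As a base rate for any gene set compared with Maf peaks, 17.6% of all protein-coding genes and 24.8% of those with H3K27ac at the promoter were the nearest gene of at least 1 Maf peak.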
